# The transcriptional response to the olive fruit fly (*Bactrocera oleae*) reveals extended differences between tolerant and susceptible olive (*Olea europaea* L.) varieties

**DOI:** 10.1371/journal.pone.0183050

**Published:** 2017-08-10

**Authors:** Filomena Grasso, Mariangela Coppola, Fabrizio Carbone, Luciana Baldoni, Fiammetta Alagna, Gaetano Perrotta, Antonio J. Pérez-Pulido, Antonio Garonna, Paolo Facella, Loretta Daddiego, Loredana Lopez, Alessia Vitiello, Rosa Rao, Giandomenico Corrado

## Abstract

The olive fruit fly *Bactrocera oleae* (Diptera: Tephritidae) is the most devastating pest of cultivated olive (*Olea europaea* L.). Intraspecific variation in plant resistance to *B*. *oleae* has been described only at phenotypic level. In this work, we used a transcriptomic approach to study the molecular response to the olive fruit fly in two olive cultivars with contrasting level of susceptibility. Using next-generation pyrosequencing, we first generated a catalogue of more than 80,000 sequences expressed in drupes from approximately 700k reads. The assembled sequences were used to develop a microarray layout with over 60,000 olive-specific probes. The differential gene expression analysis between infested (i.e. with II or III instar larvae) and control drupes indicated a significant intraspecific variation between the more tolerant and susceptible cultivar. Around 2500 genes were differentially regulated in infested drupes of the tolerant variety. The GO annotation of the differentially expressed genes implies that the inducible resistance to the olive fruit fly involves a number of biological functions, cellular processes and metabolic pathways, including those with a known role in defence, oxidative stress responses, cellular structure, hormone signalling, and primary and secondary metabolism. The difference in the induced transcriptional changes between the cultivars suggests a strong genetic role in the olive inducible defence, which can ultimately lead to the discovery of factors associated with a higher level of tolerance to *B*. *oleae*.

## Introduction

The olive fruit fly, *Bactrocera oleae* (Diptera: Tephritidae), is arguably the single largest threat of cultivated olive (*Olea europaea* L.). Since olive domestication, *B*. *oleae* is the most devastating pest in the Mediterranean basin and the recent invasion of California suggests that the fruit fly follows its host [1, 2]. Phytophagous larvae feed exclusively on olive fruits [3]. Depending on climate conditions, the fruit fly can produce severe crop damage and significant economic loss in the whole olive sector [4].

Adult females pierce the olive and lay eggs under the exocarp. Hatched larvae progressively consume the olive pulp, causing tissue loss, premature fruit drop and reduction of oil yield. Moreover, fly infestation increases olive oil acidity and peroxide value, as well as musty and earthy off-flavours, extensively reducing oil quality (e.g. downgrading extra virgin olive oil to less valuable categories). Indirect effects are mainly due the presence of necrotic areas and microorganisms in feeding tunnels [5–9]. The conventional *B*. *oleae* management relies on chemical insecticides and/or traps [4]. The olive fly, as many other pests, can acquire resistance to pesticides [10], increasing the need for more effective biological or integrated control methods [11–13].

Considering the unrivalled olive oil-health benefits, research on the olive-fruit fly interaction has the long-term potential to influence not only the olive oil production but also the health-promoting properties of the olive oil. The economic impact of the *B*. *oleae* does not match the research efforts aimed to examine the interaction between the olive and its key enemy. For instance, compared to other biotic stresses, very few studies shed light on the mechanisms underlying olive defence and resistance at molecular level [14, 15].

Olive varieties can have different levels of tolerance to the olive fruit fly [4, 16]. In a comparison of different cultivars, the percentage of infestation ranged from less than 10% to up to 31% [16]. This difference is significant because a percentage of exit holes lower than 10% is compatible with a production of high quality olive oil in absence of chemical control methods, if adequate harvesting and storing procedures are followed [7]. A different tolerance to the olive fruit fly is evident not only comparing cultivars of different origins but also analysing regional germplasm [16, 17]. For instance, among the twenty varieties that constitute the olive germplasm of the Campania region (Southern Italy) [18], the ‘Ortice’ and ‘Ruveia’ are reported to be highly susceptible and tolerant, respectively [19].

The basis of the different tolerance to the olive fruit fly is expected to be complex [20]. It may rely on mechanical barriers (e.g. aliphatic waxes), chemical factors (e.g. oleuropein, cyanidine), morphological characteristics (e.g fruit size) and their combination. Similarly, the relative prominence and the contribution of these factors are yet to be fully clarified [21–25]. Moreover, the mechanism underlying the different levels of tolerance to the *B*. *oleae* has never been studied at molecular level. Finally, it is not known whether those features are constitutively expressed or induced by the fruit fly feeding.

To address these points, we studied the molecular response of the drupe in two olive cultivars with different levels of tolerance to the fruit fly. To this aim, we first generated a catalogue of more than 80.000 unigenes by next-generation pyrosequencing and then developed a microarray layout as affordable tool for functional genomics in olive. Our study provides insights into the molecular reaction of the drupe to larva feeding and illustrates the complexity and the differences of the drupe defence response of varieties with different levels of fruit fly susceptibility.

## Material and methods

### Plant material

Two olive varieties were studied because of their contrasting tolerance to *B*. *oleae*, ‘Ortice’ (susceptible to the olive fruit fly) and ‘Ruveia’ (tolerant) [19]. Olives were harvested from field plants at the Azienda Agricola Regionale Sperimentale “Improsta” (Eboli, Salerno) when at the Jaen Ripening Index (JRI) 2 [26]. The percentage of olive fly attack was calculated on 300 drupes per variety (10 replicated groups of 30 randomly collected drupes). Statistical differences were evaluated with a Student *t*-test. For molecular studies, olives with visible symptoms of pathogen attack as well as those with fly exit holes were discarded. Olives at different attack stages (punctured, with II or III instar larva, or pupae) were pooled and used with undamaged olives for massive parallel sequencing, in order to create a comprehensive repertoire of genes modulated by *B*. *oleae*. For the study of differential gene expression by microarray analysis, we used for each cultivar drupes with feeding II or III instar larvae and undamaged controls. For massive sequencing and for microarray analysis, olives were sliced under a light microscope to remove the larva. At this stage, drupes with sterile stings and dead/inactive larvae were also discarded. Slices were frozen in liquid nitrogen and stored at -80°C until use.

### 454 sequencing

Total RNA was isolated from 200 mg of drupe with the RNeasy Plant Mini Kit (Qiagen Hilden, Germany) and treated with DNase I (Ambion, Austin, TX, USA). Three replicates, each consisting of five olives, were used for each biological condition (punctured olives, olives with feeding II or III instar larva, olives with pupae and undamaged olives). cDNAs were synthesized using the SMART PCR cDNA Synthesis kit (Clontech, Palo Alto, CA, USA). First strand synthesis was performed using eight μg of total RNA as described [27]. Double stranded cDNAs were purified using the QIAquick PCR purification kit (Qiagen, Hilden, Germany) and quantified with a fluorimeter (Victor 2, Perkin Elmer, Wellesley, MA, USA). To estimate cDNA quality and fragment length, samples were separated on a 1.5% agarose gel. cDNA from olives characterized by different stages of fly attack were pooled together to obtain a representative ‘damaged’ sample. Two cDNA libraries (damaged and undamaged olives) per cultivar (‘Ortice’ and ‘Ruveia’) were sequenced. Approximately five μg of cDNA were sheared into small fragments via nebulization. The four shotgun cDNA libraries were sequenced using a 454 GS FLX+ Titanium Sequencer (Roche Diagnostics Corporation, Basel, Switzerland). The adaptor-trimmed 454 reads were assembled using the GSAssembler Software (Roche Diagnostics Corporation, Basel, Switzerland). To annotate unigenes (contigs and singletons), a blastX-based similarity search (e-value ≤ 1e-5) was used, querying the NCBI non-redundant (nr) database. We mapped the GI identifiers (http://www.ncbi.nlm.nih.gov/) of the best blastX hits to the UniprotKB protein database (http://www.uniprot.org/) in order to extract Gene Ontology (GO, http://www.geneontology.org/) and KEGG orthology (KO, http://www.genome.jp/kegg/) terms.

### Microarray preparation and hybridization

CustomArray^™^ (CustomArray Inc., Bothell, WA, USA) microarrays containing over 90k probes were built at the ENEA—Trisaia Research Center (Rotondella, MT, Italy). Probes were designed using the ProbeWeaver software (CustomArray Inc., Bothell, WA, USA), based on the 454 pyrosequencing results of four cDNA libraries obtained from damaged and undamaged drupes of the ‘Ortice’ and ‘Ruveia’ varieties.

The chip layout consists of 61,825 olive probes (60,706 non-redundant) out of the 87,720 sequences of the pooled library. The layout includes around 20.000 quality control spots. Probes were 35- to 40-mers with a melting temperature of 70–75°C and were synthesized on microarrays through the CustomArray Synthesizer^™^ (CustomArray Inc., Bothell, WA, USA).

Total RNA was isolated from 200 mg of finely ground olive tissue. A purification step was performed in a 1:1:2 (v/v/v) solution of phenol, chloroform and RNA Extraction Buffer (1 M Tris-HCl pH 8.5, 5 M NaCl, 0.5 M EDTA pH 8.0, 10% SDS) twice, followed by a chloroform purification. RNA isolation from the aqueous phase and quality control were performed as described [28]. Samples with a 260/280 nm absorbance ratio higher than 1.8 and a 260/230 nm absorbance ratio higher than 2.0 were used for subsequent experiments. For each biological condition, three independent samples (i.e. from different trees) were obtained as pools of three to five independently extracted technical replicates. Two μg of total RNA were retrotranscribed using the RNA ampULSe Amplification and Labeling Kit for CustomArray^™^ microarrays (Kreatech Biotechnology). cRNA labeling was carried out with the Cy5-ULS (Cyanine-Universal Linkage System). Unincorporated dye was removed with a KREApure purification column (Agilent). Labeling yield and quality were assessed using a NanoDrop 1000 (Thermo Scientific). cRNAs were fragmented for 20 min at 95°C in 200 mM Tris-Acetate (pH 8.1), 500 mM potassium acetate and 150 mM molybdenum acetate. The fragmented Cy5-cRNAs were added to the hybridization solution (6X SSPE, 0.05% Tween-20, 20mM EDTA, 25% formamide, 100 ng/μl salmon sperm DNA, 0.04% SDS) and poured in the hybridization chambers of the pre-hybridized microarrays, following the CustomArray^™^ Hybridization protocol. After an overnight incubation at 45°C in a rotating rotisserie oven, microarrays were treated with six washing steps: firstly, in 6X SSPE and 0.05% Tween-20 for 5’ at 45°C, then with 3X and 0.5X SSPE and 0.05% Tween-20 for 1’ at room temperature, with 2X PBS and 0.1% Tween-20, and finally twice with 2X PBS for 1’ at room temperature.

For the validation of the microarray results, Real time PCR was carried out as described [14]. Primers and their main features are reported in S1 Table.

### Microarray data analyses

Microarray slides were scanned with the GenePix Pro microarray scanner (Axon Instruments) and data processed with the CustomArray^™^ Microarray Imager software (CustomArray Inc., Bothell, WA, USA). A maximum threshold of 0.20 for the coefficient of variance (of the spots corresponding to identical probes) was applied to control intra-chip hybridization variability. The correlation among the three technical replicates for each experimental condition was assured by a minimum Pearson coefficient (R) of 0.99. Stripping and preparation of the microarrays for re-hybridization was performed twice, considering the three technical replicates, according to the manufacturer’s instruction (CustomArray Inc., Bothell, WA, USA). Raw values were normalized on the median of the intensities by the ProbeWeaver software (CustomArray Inc., Bothell, WA, USA) using the quantile algorithm. Pairwise analysis of differential expression was assessed with a Welch's t-test, followed by a Bonferroni-Hochberg FDR adjustment with a cut off p-value of 0.05, using R [29]. To filter out weakly expressed sequences, we calculated the average and standard deviation of the expression value of all empty and negative controls and set as threshold the mean value plus two times the standard deviation [30]. Of the filtered, significantly differentially expressed probes, only those with greater than 2-fold increase or 2-fold decrease in expression compared to the control condition were used for further analysis. Principal Component Analysis was performed in R [29]. K-means clustering analysis of the differentially expressed genes (DEGs) was carried out with the Multi Experiment Viewer (MeV) software [31]. Dataset grouping was performed with the average linkage clustering methods based on Euclidean distances. Different number of clusters (k fixed from 8 to 16) were compared and k = 10 was selected to maximize partitioning and to avoid empty or very small groups. The corresponding expression graphs were visualized with MeV. We followed the Minimum Information About a Microarray Experiment (MIAME) guidelines for microarray analysis and verification [32].

### Functional annotation of differentially expressed genes

Functional annotation was carried out by sequence analysis using the Blast2GO software [33]. Briefly, for each sequence corresponding to a differentially expressed probe, a blastX similarity search (e-value < 1e-6) against the non-redundant (nr) NCBI database (Non-redundant GenBank CDS translations including RefSeq, PDB, SwissProt, IR and PRF) was performed to retrieve a maximum of 20 top homologous hits per query. The GO-term mapping and annotation were retrieved using NCBI as well as non-redundant reference protein database (PSD, UniProt, RefSeq, GenPept, PDB Full Gene Ontology DB). Sequences with a blast hit that could not be mapped and annotated were then blasted (blastX) against the *Arabidopsis thaliana* protein sequences and the *Oryza sativa* protein sequences database. Additional annotations (e.g. the recovery of implicit “Biological Process” and “Cellular Component” GO-terms from “Molecular Function” annotations) were implemented using ANNEX 5.0 [34]. Completion of the functional annotation with protein domain information was performed with InterProScan 5.0. A plant GO-Slim reduction was carried out to summarize the functional content of the dataset. To complete the functional annotation Sma3s was also used [35]. Plant taxonomic division from UniProt was selected as source of annotations, and the transcriptomic sequences were enriched with keywords, InterPro domains and motifs, and GO terms. We generated multi-pie chart summary to present meaningful GO identifiers that are at hand yet not excessively general. When possible, sequences that could not be mapped were named (but not annotated) after a tblastX search against the nr NCBI database to identify sequences similar to the query based on their coding potential.

## Results

The already reported different susceptibility to *B*. *oleae* of the two varieties was evaluated by measuring the percentage of attack at the time of harvesting. The susceptible variety ‘Ortice’ had an attack index 2.5 times higher than the ‘Ruveia’ (p<0.01). At sample harvest, the infestation level was 13.3% in ‘Ortice’ and 5.3% in ‘Ruveia’.

Pyrosequencing of the four cDNA libraries from damaged (pool of different stages of fly attack) and control undamaged fruits of ‘Ortice’ and ‘Ruveia’ generated 695,511 reads, with an average length of 361 bp (N50: 421 bp; N75: 359 bp) (Table 1).

**Table 1:** Overview of the raw data output from the 454-FLX Titanium sequencing.

Sample	Total bases	Reads	Mean length (bp)
‘Ortice’ control	63,611,956	173,118	367
‘Ortice’ damaged	73,464,937	197,782	371
‘Ruveia’ control	52,792,933	146,765	360
‘Ruveia’ damaged	61,220,898	177,846	344
Total	251,090,724	695,511	

We assembled the raw reads from the four libraries together. More than 80% of raw sequences were included in the assembly and 72,662 remained as singleton (Table 2).

**Table 2:** Main indices and statistics of the assembly.

Samples in assembly	Reads in Assembly (%)	Contigs		Singletons	
		Number	Average length (bp)	Number	Average length (bp)
‘Ortice’ control ‘Ortice’ damaged ‘Ruveia’ control ‘Ruveia’ damaged	570,878 (82.93)	15,058	884	72,662	333

The assembly yielded 15,058 contigs, with an average length of 884 bp and 78% of the sequences longer than 500 bp (Panel A in S1 Fig). Approximately 40% of the contigs were composed of 2–10 reads. The majority of the contigs (28%) were low-coverage (6–10 reads) and around 5% were high-coverage (> 100 reads). The unigenes list and their annotation is reported in S2 Table. An overview of the putative functions of the unigenes, based on a blastX-similarity search annotation, is presented in S2 Fig. About 55% of the unigenes matched to a protein product. The remaining 39,657 had no function assigned (Panel A in S2 Fig). The best blast-hits belonged to *Vitis vinifera* (44%), *Populus trichocarpa* (15%) and *Ricinus communis* (5%) (Panel A in S2 Fig). Approximately 24.4% and 6.1% of the unigenes was assigned to at least one Gene Ontology (GO) and KEGG orthology (KO) terms, respectively. Unigenes were distributed in 14 GO-terms for the Biological Process ontology, 9 for Cellular Component and 10 for Molecular Function. Metabolic process sub-category, consisting of 11,167 genes, was dominant in biological process. Binding and cell part subcategories, consisting of 13,820 and 8,292 genes, were dominant in molecular function and cellular component, respectively. A considerable number of genes was included in cellular process, catalytic activity and intracellular sub-categories (Panel B in S2 Fig). To identify main biological pathways, we mapped the annotations to reference canonical pathways in the KEGG database by using KO identifiers (i.e. a classification of orthologous genes defined by KEGG). The 5,355 KO allocated genes were assigned to 265 KEGG categories. The most abundant processes/metabolic pathways were “biosynthesis of secondary metabolites” (185 unigenes); “microbial metabolism in diverse environments” (89); “spliceosome” (74); “biosynthesis of plant hormones” (72); “ribosome” (61); “RNA transport” (61) and “protein processing in endoplasmic reticulum” (60) (Panel B in S2 Fig).

### Differential gene expression

To profile the variation in gene expression of olives during *B*. *oleae* feeding and to characterize the differences between the two varieties with contrasting susceptibility to the olive fruit fly, unigenes were used to build a CustomArray^™^ (CombiMatrix Corporation). 

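On the chip 90530 spots carry an olive sequence. The olive spots represent 61825 unigenes by 60706 distinct oligonucleotides, all 35 bases long. No unigene has more than 2 spots, which carry the same oligonucleotide, and 28705 unigenes have 2 spots while 33120 have 1. For 1928 unigenes the oligonucleotide is also that of another unigene on the chip, so the signal of such a probe cannot be assigned to a single unigene. The GC content of the probes is 40.7% ± 1.38 (SD over the unigenes). The remaining spots are 1617 empty positions, 315 negative controls designed on phage, bacterial and plant sequences, and 2466 quality control spots.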

The chip layout consists of 61,825 olive probes out of the 87,720 assembled sequences (Panel B in S1 Fig). The DNA microarrays were then hybridized with labeled cRNA prepared from undamaged olives of the varieties ‘Ortice’ or ‘Ruveia’ and corresponding samples with feeding larvae.

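Cy5-labelled cRNA of a single sample was hybridized to each array, so the signal of a spot is an intensity of 1 colour on a linear scale. The 12 arrays comprise 4 conditions with 3 arrays each, namely undamaged (OC) and damaged (OD) drupes of ‘Ortice’ and undamaged (RC) and damaged (RD) drupes of ‘Ruveia’, and the arrays of a condition are numbered as replicates 1 to 3. The paper describes the samples of a condition as coming from different trees. For each array the authors deposited the median pixel intensity of every spot, with no column for the local background, and the same values after quantile normalization across the 12 arrays. The intensities of the scanner were quantile-normalized again for the values reported here. The result differed from the authors' normalized values by a median of 3.04e-05 of the value, and 98.3% of the spots lay within 1% of it.

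Log2 was taken of each spot, and the 2 spots of a unigene were then averaged. The filter and the principal component analysis used the mean of the linear intensities of the spots instead. The threshold was set as in the methods, at the mean plus 2 SD of the 1932 empty and negative control spots, which corresponds to an intensity of 4229. A unigene was tested if its mean in at least 1 condition exceeded this threshold, a rule that the methods do not state. This filter retained 35752 unigenes (57.8%). Differential expression was assessed with limma (lmFit and eBayes) in a single fit of the 12 arrays, in which the 4 conditions share the estimate of the spread of a probe. A unigene was called a DEG with a Benjamini-Hochberg adjusted p-value below 0.05 and an absolute log2 fold change above 1. The number of arrays per condition limits the precision of every value. A unigene with all arrays of a condition below the threshold of 4229, or with a spot saturated at the maximum of the scanner on all of them, has only a bound in that condition. Its fold change is then given as at least the ratio of the mean of the brighter condition to the mean of the dimmer one (means taken on log2 values), with the arrays of the dimmer condition that lay below the threshold set to it and saturated arrays kept at their value.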

After normalization (S3 Fig), the expression data relative to all the olive probes were analysed by PCA to explore the variation among the different conditions based on gene expression states (Fig 1).

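Before normalization, the median intensity of the olive spots was 4019 ± 417 (SD, n = 3 arrays) in undamaged and 3437 ± 787 in damaged ‘Ortice’, 2942 ± 870 in undamaged ‘Ruveia’ and 5636.5 ± 843 in damaged ‘Ruveia’. All 3 arrays of damaged ‘Ruveia’, with medians from 5122 to 6609.5, were brighter than the other 9, with medians from 2435 to 4371. Their negative control spots, with medians from 4712 to 6005.5, were also above those of the other arrays, which ranged from 1958.5 to 3645, whereas the medians of the empty spots ranged from 139 to 401 over all arrays. The distribution of intensities was narrower on the arrays of damaged ‘Ruveia’. The 95th percentile of the olive spots was 4.15 to 5.38 times the median on these arrays and 8.41 to 13.3 times the median on the others. Between 951 and 2032 olive spots were saturated per array of damaged ‘Ruveia’, against 1708 to 3723 on the other arrays. Quantile normalization assigns the same distribution to every array, so these differences are removed from the normalized values, and the way in which they are removed affects the number and the direction of the DEGs.

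**Figure D1:**
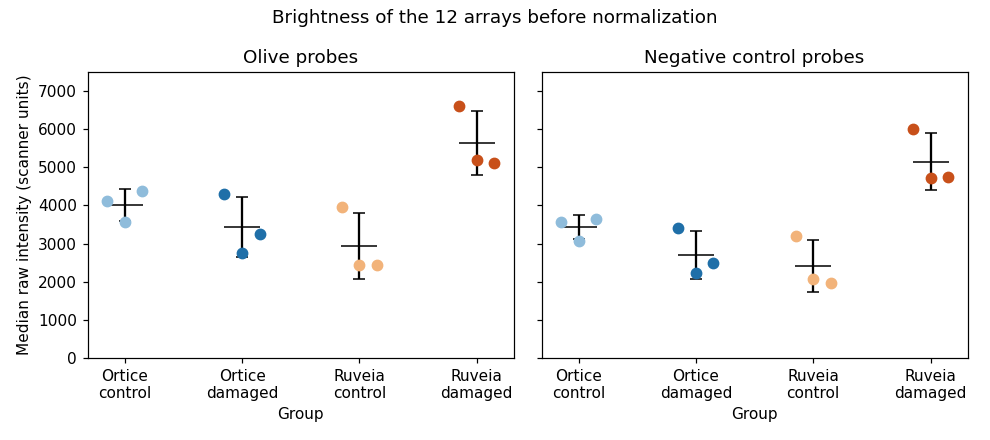
Median raw intensity of the olive spots (vertical axis) of each of the 12 arrays by condition, each point being an array and the bar the mean ± SD of the condition. The 3 arrays of damaged ‘Ruveia’ lie between 5122 and 6609.5, above the other 9.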

**Fig 1:**
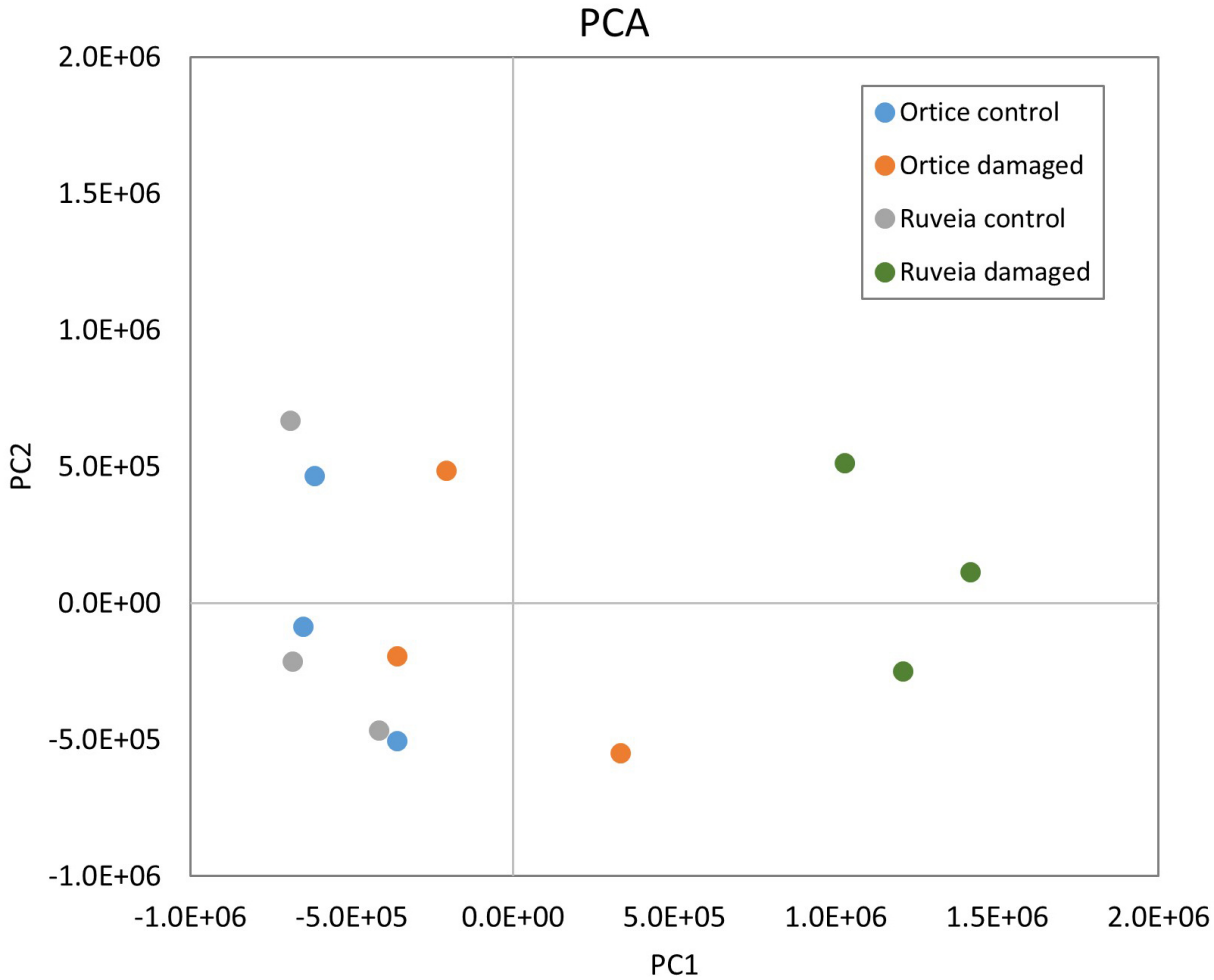
Principal Component Analysis of the normalized microarray data of the olive probes. The percentage of the total variation explained by the first two principal components (PC1 and PC2) was 46.0 and 14.1, respectively. The PCA plot shows separation of the four experimental groups, indicated by different colors, along the first component and clustering of the three biological replicates, represented by a dot, within these groups.

The variability among the different conditions and biological replicates could be summarized and visualized in two dimensions. 

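The principal component analysis of the normalized linear intensities of all 61825 olive unigenes placed 53.1% of the total variance on the first component. The mean score on this component was -448129 ± 126523 intensity units (SD, n = 3) for undamaged ‘Ortice’, -499026 ± 126773 for undamaged ‘Ruveia’, -62818 ± 283860 for damaged ‘Ortice’ and 1009970 ± 151652 for damaged ‘Ruveia’. The 3 arrays of damaged ‘Ruveia’ had the highest scores of all (exact permutation test against the other 9 arrays, two-sided, p = 0.00455, the smallest p that the 220 possible splits allow). In ‘Ortice’ each damaged array scored above each control array, as in ‘Ruveia’, and in both cases the exact two-sided permutation test gave p = 0.1, the smallest p that 3 arrays against 3 allow. The scores of the undamaged cultivars overlapped (p = 0.5 from the same exact test), although with each replicate number that of ‘Ruveia’ was the lower one (exact two-sided permutation of the signs of the differences, p = 0.25, the smallest p that 3 pairs allow). The condition accounted for 94.2% of the variance of the scores and the replicate number for 2.97%. Among the alternatives, scaling the arrays to a common median in place of quantile normalization raised the share of the first component most, to 71.3%.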

The first component, which accounted for 46.0% of total variance, appears to represent the overall induction due to the fruit fly, as it discriminates the different biological response of the two varieties. 

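The second component explained 12.3% of the variance and the third 9.25%. Scores on the second component followed the replicate number more than the condition, with 65.5% of their variance between numbers and 28.0% between conditions. The arrays numbered 2 had the lowest score of each condition, and a negative one, at -225488 in OC, -694954 in OD, -374558 in RC and -76358 in RD. A renumbering of the arrays within conditions gave as large a share in few of the 216 possible numberings (exact permutation test, p = 0.0231). Without any normalization the share of the second component rose to 23.3%.

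**Figure D2:**
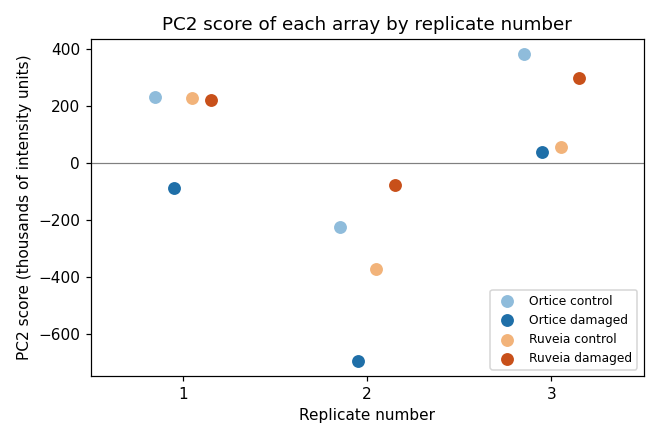
Scores on the second principal component (vertical axis, intensity units) against the replicate number (horizontal axis) for the 12 arrays, with a symbol for each condition. The 4 arrays numbered 2 lie between -694954 and -76358.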

The second component, which explained 14.1% of the variance, mainly discriminated the biological replicates for each condition. 

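Across the tested unigenes, the log2 intensities of the arrays of a condition correlated with Pearson's r from 0.950 to 0.955 in undamaged ‘Ortice’, 0.943 to 0.968 in damaged ‘Ortice’, 0.940 to 0.970 in undamaged ‘Ruveia’ and 0.942 to 0.961 in damaged ‘Ruveia’. The arrays of the undamaged drupes of the 2 cultivars correlated about as well with each other (0.928 to 0.975) as replicates did. Between undamaged and damaged drupes, r ranged from 0.874 to 0.963 in ‘Ortice’ and from 0.787 to 0.872 in ‘Ruveia’, where it was below every r between replicates. Genes are not independent replicates, so these coefficients describe the arrays only. The median SD between the replicates of a condition was 0.17, 0.15, 0.13 and 0.18 on the log2 scale in OC, OD, RC and RD, respectively.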

Because of a clear *B*. *oleae* effect, the limited difference among the control conditions of the two cultivars and the dispersion of the biological replicates, we retained all conditions and replicates for further analysis.

To identify differentially expressed probes, we applied the following selection criteria: a *p*-value <0.05 (Welch t-test, followed by a Bonferroni-Holchberg FDR correction for multiple testing) and a |log_2_Ratio|> 1. 

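With limma, 3017 unigenes passed both criteria between damaged and undamaged ‘Ruveia’, 68 between damaged and undamaged ‘Ortice’, 1576 between the damaged drupes of ‘Ruveia’ and ‘Ortice’, and 19 between the undamaged drupes of the cultivars. Altogether 3267 unigenes were called in at least 1 of the 4 comparisons. The methods' t-test, which estimates the spread from the 6 arrays compared, gave 1190, 0, 26 and 0 DEGs in the same order on log2 values after Benjamini-Hochberg adjustment. On linear intensities it gave 501, 0, 76 and 0 (the first being DEGs Ruveia damaged vs Ruveia control). At an unadjusted p-value below 0.05 with the fold threshold, it gave 2790, 112 (DEGs Ortice damaged vs Ortice control), 1372 (DEGs Ruveia damaged vs Ortice damaged) and 46 on log2 values. Without normalization, 21396 unigenes passed the criteria in the response of ‘Ruveia’ and 0 in that of ‘Ortice’, where 7596 of the tested unigenes had an unadjusted limma p-value below 0.05 after quantile normalization. Counting DEGs at the adjusted p-value alone, without the fold threshold, gave 14577, 358, 12210 and 28.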

The number of differentially expressed genes, after removal of duplicates, is reported in Table 3.

**Table 3:** Differentially expressed genes (DEGs) in pairwise comparisons.

	Upregulated	Downregulated
‘Ruveia’ control vs ‘Ortice’ control	23	7
‘Ortice’ damaged vs ‘Ortice’ control	17	75
‘Ruveia’ damaged vs ‘Ruveia’ control	1071	1528
‘Ruveia’ damaged vs ‘Ortice’ damaged	714	537

DEGs and their annotation are listed in S1 File. The heatmap illustrates a weak linkage among the four conditions (S4 Fig). 

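The linkage among the comparisons was also examined through the correlation of their log2 fold changes across the 35752 tested unigenes, which are not independent replicates. The responses of the 2 cultivars to the fly share no arrays, and their fold changes correlated weakly (Pearson's r = 0.318, Spearman's rho = 0.192), above the range from -0.0213 to 0.0390 that 20 simulations of unchanged conditions gave. The differences between the cultivars in damaged and in undamaged drupes share no arrays either, and correlated negatively (r = -0.178, rho = -0.228), below the simulated range from -0.0241 to 0.0325. The simulations drew each unigene and each array independently, whereas arrays with the same replicate number deviated together. Their ranges can therefore be too narrow, and a value outside them does not exclude chance. Comparisons that share a condition correlate without any effect. The response of ‘Ruveia’ and the difference between the damaged drupes of the cultivars, which share the arrays of damaged ‘Ruveia’, correlated with r = 0.893 and rho = 0.883, against a mean of 0.499 in the simulations. The response of ‘Ortice’ and the difference between the undamaged cultivars had an r of 0.487 and a rho of 0.555, where the simulated mean of r was also 0.499. The remaining pairs that share a condition lay above the simulated values. They were the response of ‘Ortice’ with the difference between the damaged cultivars, with r = 0.00105 and rho = -0.105 against a simulated mean r of -0.500, and the response of ‘Ruveia’ with the difference between the undamaged cultivars, with r = -0.277 and rho = -0.271 against -0.499.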

To validate the microarray results, the expression of six genes (four differentially expressed genes and two non-affected by *B*. *oleae*) was analyzed by Real Time-PCR. The results were consistent to the microarray data (S5 Fig).

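The 6 genes of S1 Table were measured by Real Time-PCR in ‘Ortice’, and their array values in the same comparison, damaged against undamaged ‘Ortice’, were as follows. Unigene G0MWCVW03GE3QK rose by 1.24 on the log2 scale (standard error 0.12, adjusted p = 0.0139 from limma), from 14.07 ± 0.02 (SD, n = 3) to 15.31 ± 0.12. G0MWCVW01A1C2H, described as an RNA polymerase II-associated factor 1 homolog, was at least 2.90-fold higher in damaged drupes (adjusted p = 0.0139 from limma), since at least 1 of its 2 spots was saturated on each damaged array. G0MWCVW03FSPSU fell by 1.82 (standard error 0.20, adjusted p = 0.0151). These 3 unigenes passed both criteria, although the adjusted p of each rose above 0.05 when some single arrays were left out, to 0.0558, 0.0826 and 0.0896 at most. G0MWCVW04JNBZP also decreased in every damaged array relative to the control arrays but with a large spread, from 14.76 ± 0.26 to 13.21 ± 0.89, a log2 fold change of -1.54 (standard error 0.35) that did not pass (adjusted p = 0.0596). With the replicate number as a block it passed (adjusted p = 0.0271, named genes: G0MWCVW04JNBZP Ortice damaged vs Ortice control), and over the alternatives its adjusted p ranged from 0.00133 to 0.516. No change was detected for contig04878, where the log2 fold change was -0.08 (standard error 0.24, adjusted p = 0.904). For G0MWCVW02DVZFG the normalized intensity was 2885 ± 219 and 2803 ± 208 (SD, n = 3) in undamaged and damaged drupes, below the level of the control spots on all 12 arrays, and the unigene was not tested.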

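Between the undamaged drupes, 12 unigenes were higher and 7 lower in ‘Ruveia’ than in ‘Ortice’. The number fell to 12 DEGs in all when replicate 2 of undamaged ‘Ruveia’ was left out, and stayed between 13 and 22 when any other array was left out. The largest difference by the fitted value was that of the unigene G0MWCVW04JSR6T, at least 5.02-fold higher in undamaged ‘Ruveia’ than in undamaged ‘Ortice’ (adjusted p = 4.03e-06 from limma), with all arrays of the other 3 conditions below the level of the control spots. G0MWCVW02EOZ57 was higher by 1.89 on the log2 scale (standard error 0.19, adjusted p = 0.00294), and G0MWCVW01A0XH7 was lower, with a log2 fold change of -1.91 (standard error 0.20, adjusted p = 0.00432). G0MWCVW02EP5SO was lower with a log2 fold change of -1.81 (standard error 0.21, adjusted p = 0.00926), but its adjusted p rose to 0.0603 with a single array left out. At an unadjusted limma p-value below 0.05 and irrespective of the fold change, 3155 unigenes differed.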

The smallest difference, in terms of differentially expressed genes, was present between the undamaged olives of the two cultivars. 

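In ‘Ortice’, 25 unigenes were higher and 43 were lower in damaged than in undamaged drupes, so that 63.2% of the DEGs were down-regulated. The sample numbers pair the arrays of this comparison, as arrays with the same number deviated together from the means of their conditions. With the replicate number as a block in the same limma fit, the number of DEGs (DEGs Ortice damaged vs Ortice control) rose to 223, of which 34 were up-regulated and 189 down-regulated. The count also rested on single arrays. It was 3 without replicate 2 of undamaged ‘Ortice’ and 357 without replicate 3 of damaged ‘Ortice’, and it fell to 4 without either replicate 1 or replicate 2 of damaged ‘Ortice’. Scaling to a common median, which moved the median fold change of all unigenes to 0.25 on the log2 scale, gave 629 up-regulated and 39 down-regulated unigenes, and cyclic loess gave 28 and 199. Among the largest changes, G0MWCVW02EBJ9B (sun domain-containing protein 3-like) rose by 1.44 (standard error 0.11, adjusted p = 0.00170 from limma), with 2 of the 3 undamaged arrays below the level of the control spots, and kept an adjusted p of at most 0.0156 with any array left out. The methyl esterase 6 G0MWCVW04H2NMW had a log2 fold change of -1.58 (standard error 0.30, adjusted p = 0.0447), with an adjusted p of up to 0.187 when an array was left out.

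**Figure D3:**
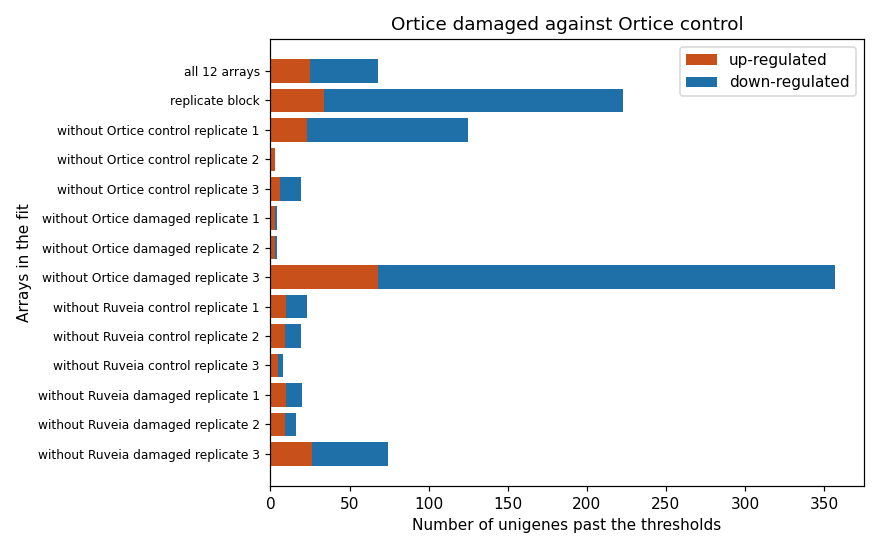
Number of DEGs between damaged and undamaged ‘Ortice’ (horizontal axis) in the limma fit of the 12 arrays, with the replicate number as a block, and with each array left out in turn, each bar being a count. The counts with an array left out lie between 3 and 357.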

The response to the *B*. *oleae* feeding of the susceptible cultivar ‘Ortice’ also involved a limited set of genes and the majority (77%) were down regulated. The response of the more tolerant variety ‘Ruveia’ involved the highest number of both up-regulated and down-regulated genes. 

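Feeding changed 1094 unigenes upwards and 1923 downwards in ‘Ruveia’, and 36.3% of these DEGs were up-regulated. Both numbers were the highest of the 4 comparisons, but neither was under median scaling. With each array left out in turn the total stayed between 2699 and 3661. The split between the directions depended on the normalization. Scaling to a common median moved the median log2 fold change of all unigenes to -0.49 and gave 94 up-regulated and 7891 down-regulated unigenes, fewer than the 629 up-regulated in ‘Ortice’ and the 8521 lower in damaged ‘Ruveia’ than in damaged ‘Ortice’, whereas without normalization that median was 0.84 and 20097 unigenes were up-regulated and 1299 down-regulated. Under median scaling all 1094 up-regulated unigenes remained above the median of all unigenes, 446 of them by more than the fold threshold, and all 1923 down-regulated unigenes remained below it, 1493 of them by more than the threshold. Without normalization 1023 of the 1094 remained above it, and 156 by more than the threshold, while all 1914 down-regulated unigenes that were tested remained below it, and 1824 by more than the threshold. Cyclic loess gave 765 up-regulated and 1358 down-regulated unigenes.

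The largest increases in ‘Ruveia’ by the fitted value were those of contig10759, which encodes a DUF1005 family protein (log2 fold change 2.86, standard error 0.10, adjusted p = 1.61e-08 from limma), and contig13030, annotated as a sucrose-phosphate synthase (2.69, standard error 0.20, adjusted p = 6.85e-06). A spot of contig10759 was saturated on 1 of the 3 arrays of damaged ‘Ruveia’, so its increase is limited by the maximum of the scanner. Which decrease was the largest cannot be told, as several have only a bound. Among those with the lowest fitted values were G0MWCVW04IQBOJ, at least 14.4-fold lower, and G0MWCVW03GN4MP and G0MWCVW04IEUKN, at least 15.2-fold lower, which were bright in undamaged drupes and below the level of the control spots on all 3 arrays of damaged drupes. For none of the 3 does a table of the paper used here give a description.

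**Figure D4:**
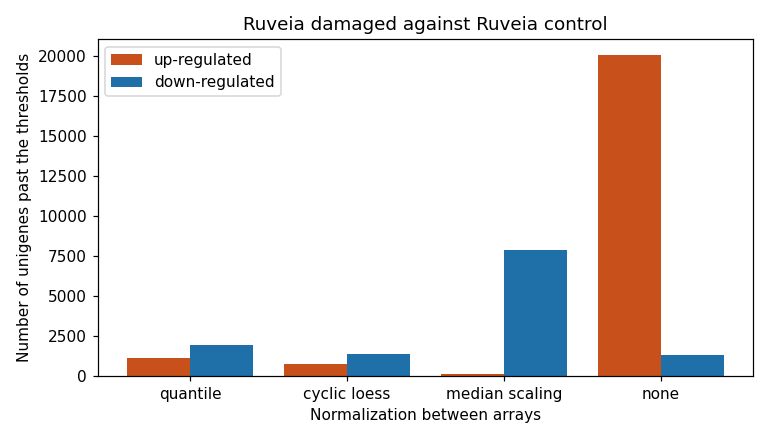
Number of up-regulated and down-regulated unigenes (vertical axis) between damaged and undamaged ‘Ruveia’ under 4 normalizations, each bar being a count. The up-regulated unigenes range from 94 under median scaling to 20097 without normalization.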

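Among the tested unigenes, 750 were higher and 826 lower in the damaged drupes of ‘Ruveia’ than in those of ‘Ortice’. With an array left out the total ranged from 1418 to 2071. Here too the split depended on the normalization, with 36 higher and 8521 lower under median scaling, which moved the median of all unigenes to -0.61, and with 13260 higher and 1015 lower without normalization, where that median was 0.52. The largest positive difference by the fitted value was that of G0MWCVW04H30SM, a chloride channel isoform 4 (log2 fold change 2.76, standard error 0.21, adjusted p = 1.28e-05 from limma). In the negative direction, contig09466, described as basic pentacysteine 7, was at least 15.1-fold lower in damaged ‘Ruveia’ (adjusted p = 7.02e-11). Its only spot was saturated on the 9 arrays of the other conditions and below the level of the control spots on all 3 arrays of damaged ‘Ruveia’.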

When attacked, olives of the ‘Ruveia’ cultivar differentially expressed more than 1000 genes compared to attacked drupes of the ‘Ortice’. To investigate the commonality between the olive varieties and their response, DEGs in the pairwise comparisons were matched. 

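Of the 3017 DEGs of ‘Ruveia’, 1631 (54.1%) were called in no other comparison. A single unigene was up-regulated in both cultivars, where 0.765 would be shared by chance, and 3 were called in opposite directions. As a set, however, the unigenes called in ‘Ruveia’ were tested in the arrays of ‘Ortice’, which entered their choice only through the normalization, the filter and the shared estimate of the spread. The up-regulated set had a median log2 fold change of 0.19 in ‘Ortice’, with 82.8% of its members higher in damaged drupes against 52.4% of all tested unigenes, and the direction was not significant in the rotation test fry of limma (adjusted p = 0.105 over the 2 sets). The down-regulated set had a median of -0.35, with 81.3% of its members lower against 47.6% of all tested unigenes (fry of limma, adjusted p = 0.0128, unadjusted 0.00638). The test camera with its preset correlation gave p = 1.44e-08 and p = 4.87e-21 for the 2 sets, and with a correlation estimated from the arrays p = 0.310 and p = 0.0203, so that of these only the result for the down-regulated set passed with fry and with an estimated correlation. With the replicate number as a block the unadjusted p-values of fry were 0.0696 and 0.0152, and those of camera with an estimated correlation 0.311 and 0.0675, so that the latter no longer passed. The sets called in ‘Ruveia’ differ between scalings. Under median scaling the median of the 7891 down-regulated unigenes was 0.24 in ‘Ortice’, close to the 0.25 to which that scaling moved the median of all unigenes. The 94 up-regulated unigenes had a median of 0.45 there, with 91.5% higher in damaged drupes against 75.3% of all. For them fry passed (adjusted p = 0.00201 over the 2 sets), but camera with an estimated correlation did not (p = 0.302). Without normalization the median of the 20097 up-regulated unigenes was -0.42, below the -0.18 of all unigenes, with 8.64% of them higher in damaged drupes against 33.6% of all.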

The response of ‘Ruveia’ is highly specific, as indicated by the limited number of common genes. Around half of the genes down-regulated in ‘Ortice’ were also down-regulated in ‘Ruveia’ (Fig 2).

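Of the 43 unigenes down-regulated in ‘Ortice’, 26 (60.5%) were also down-regulated in ‘Ruveia’, where 2.31 would be shared by chance. Their overlap was 92.3% under median scaling, and 0% and 100% without replicates 2 and 1 of damaged ‘Ortice’, where 1 unigene was down-regulated in ‘Ortice’. Without replicate 2 of undamaged ‘Ortice’, 0 unigenes were. Irrespective of the threshold, 41 of the 43 were lower in damaged ‘Ruveia’, with a median log2 fold change of -1.22, against 50.3% of all tested unigenes. In contrast, of the 25 unigenes up-regulated in ‘Ortice’, 12 were higher in damaged ‘Ruveia’, and their median log2 fold change there was -0.0036.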

**Fig 2:**
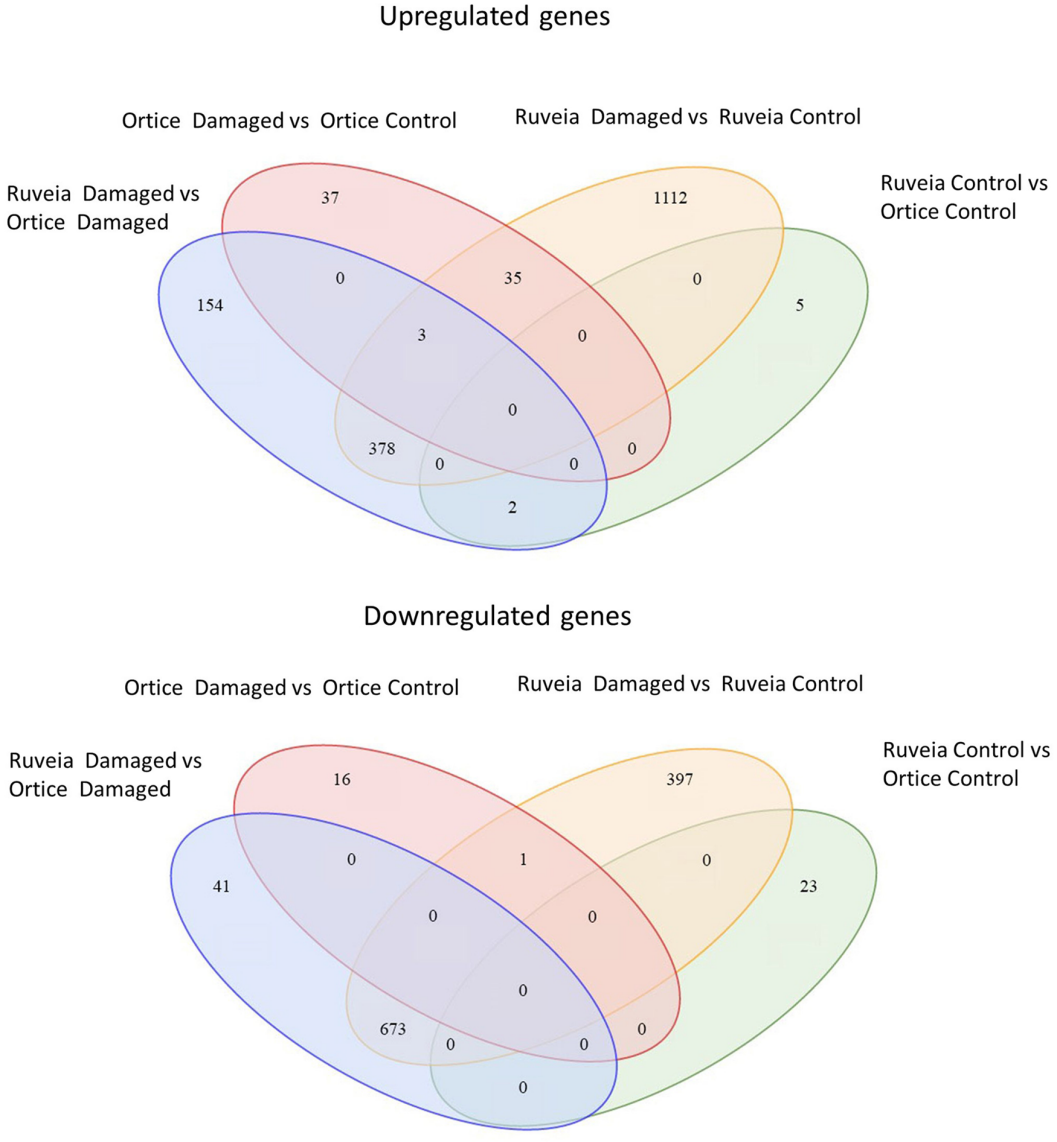
Venn diagram of the differentially expressed genes. The intersecting portions of the Venn diagrams report the number of common genes among the different comparisons between the two varieties (‘Ruveia’ and ‘Ortice’) in the two experimental conditions (control and *B*. *oleae* damaged).

The majority of the genes overexpressed in ‘Ruveia’ after *B*. *oleae* attack were also upregulated when comparing the damaged ‘Ruveia’ and ‘Ortice’ drupes. 

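Of the unigenes up-regulated by the fly in ‘Ruveia’, 711 (65.0%) were also higher in the damaged drupes of ‘Ruveia’ than in those of ‘Ortice’, and none was lower. Both comparisons contain the arrays of damaged ‘Ruveia’, and in simulations of unchanged conditions that share these arrays 26.1% of the unigenes with the largest increases were common, with a range from 24.7% to 28.7%. Those simulations drew unigenes and arrays independently, so their range can be too narrow. The methods' t-test with Benjamini-Hochberg adjustment moved the share of 65.0% most, to 0.907%, as it called 5 unigenes higher in the second comparison. Of the down-regulated unigenes, 647 (33.6%) were also lower than in damaged ‘Ortice’, a share for which unchanged conditions were not simulated.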

Overall, the comparison of the various response to the B. oleae indicated that two varieties have a markedly different reaction.

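The difference between the responses of the 2 cultivars was tested directly as the interaction of cultivar and damage in the 12-array fit. The change due to the fly differed for 2510 unigenes, of which 884 had a higher and 1626 a lower log2 fold change in ‘Ruveia’ than in ‘Ortice’. Of the DEGs of ‘Ruveia’, 1613 (53.5%) were among them with the same direction, and 23 of the DEGs of ‘Ortice’ were among them, 4 with the same and 19 with the opposite direction. The total stayed between 1980 and 3166 with an array left out. The number of such unigenes (DEGs interaction (Ruveia response minus Ortice response)) was 13389 under median scaling, 49 of them higher and 13340 lower, and 24072 without normalization, 22958 higher and 1114 lower. These scalings moved the median of all unigenes to -0.80 and 0.94. All 884 unigenes with a higher change stayed above that median under median scaling and 686 (77.6%) without normalization. Relative to it, 342 and 92 of the 884, respectively, were past the fold threshold. All unigenes with a lower change that were tested, 1624 and 1569, stayed below it. Of those, 1146 and 1485 were past the threshold. The unigene with the largest positive fitted difference was contig10759, with a log2 difference of 2.85 between the cultivars (standard error 0.15, adjusted p = 6.81e-07 from limma). This value is limited by a saturated spot on 1 array of damaged ‘Ruveia’. For the remaining DEGs of ‘Ruveia’ a difference between the cultivars did not pass the criteria. The SD of the log2 fold changes over all tested unigenes was 0.63 in ‘Ruveia’ and 0.31 in ‘Ortice’. From the limited number of DEGs that the comparisons have in common, the paper reasons that the response of ‘Ruveia’ is highly specific, and from the comparison of the responses it concludes that the 2 varieties have a markedly different reaction to the fly.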

### Transcript clustering

Considering the limited overlap of the molecular response of the two varieties, the expression level of the statistically significant genes in at least one of the four comparisons was processed by K-means clustering analysis to infer possible co-expressed or co-regulated genes (Fig 3).

**Fig 3:**
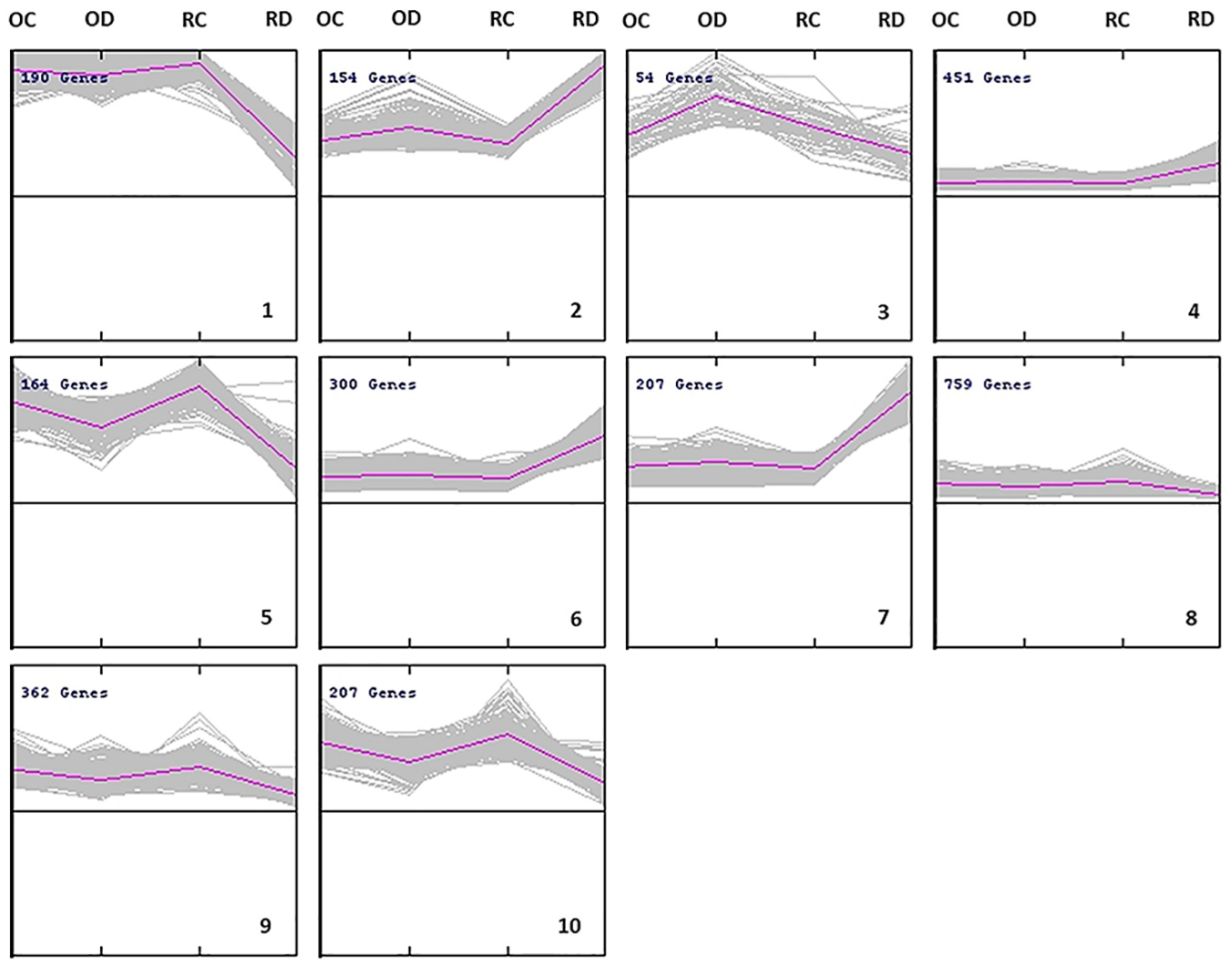
K-means clustering of the differentially expressed gene (FDR< 0.05 and |log_2_ Ratio| > 1). In each box, grey lines represent genes, whose expression level vary in the four experimental conditions namely, ‘Ortice’ undamaged (OC), ‘Ortice’ damaged (OD), ‘Ruveia’ undamaged (RC) and ‘Ruveia’ damaged (RD). A pink line represents the average expression profile of all genes in each cluster. In the top-left corner, it is reported the total number of genes in the cluster. A progressive cluster (K) number is indicated in the bottom-right corner.

This analysis allowed to group the 2848 DEGs in 10 clusters (S3 Table). 

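All 2848 unigenes of the 10 clusters of S3 Table were among those tested here, and limma called 2481 of them (87.1%) in at least 1 comparison. The clusters hold from 54 (K3) to 759 (K8) unigenes. The unigenes were selected by the paper on the same arrays, so the means of the clusters are given without a test. In K8, the mean log2 intensity was 13.02 ± 0.05 (SD, n = 3) in OC, 12.75 ± 0.12 in OD, 13.15 ± 0.07 in RC and 11.94 ± 0.11 in RD. K9 and K10 had the same profile at a higher intensity, with mean log2 fold changes of -1.46 and -1.58 in ‘Ruveia’ and of -0.47 and -0.52 in ‘Ortice’.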

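In 9 of the 10 clusters the mean log2 fold change had the same sign in both cultivars, but it was smaller in ‘Ortice’. The cluster K2, with 154 unigenes, had the largest mean increase in ‘Ortice’ among the clusters that rose in both, 0.36 (standard error 0.16 over the arrays, and 0.07 within replicate numbers, with a rise in all 3 pairs), against 1.29 (standard error 0.09) in ‘Ruveia’. Of its unigenes, 139 were called in ‘Ruveia’ and 1 in ‘Ortice’. K3 was the only cluster with opposite signs, with a mean change of 0.76 (standard error 0.11) in ‘Ortice’ and -0.73 (standard error 0.05) in ‘Ruveia’, and 12 of its 54 unigenes were called up-regulated in ‘Ortice’. In K5 the changes were -2.02 (standard error 0.09) in ‘Ruveia’ and -0.52 (standard error 0.21) in ‘Ortice’. A spot was saturated on at least 1 array for 149 of the 164 unigenes of K5, 83 of K2 and 30 of K3, and their changes are limited by the maximum of the scanner. Under median scaling, and also with replicate 2 of damaged ‘Ortice’ left out, 8 clusters had the same sign.

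**Figure D5:**
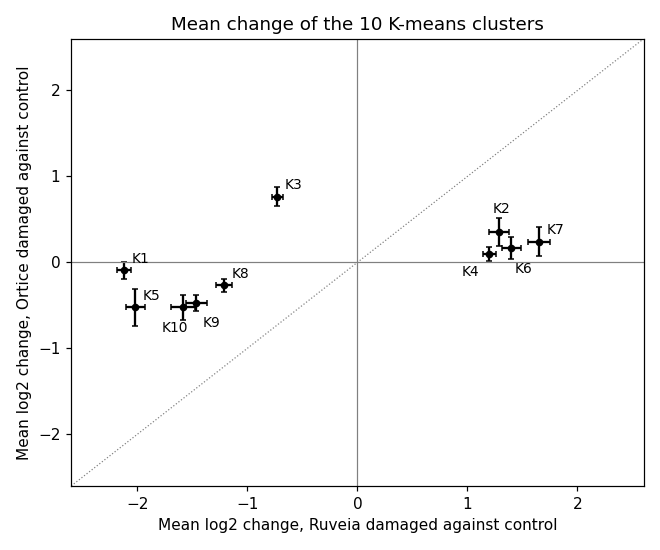
Mean log2 fold change of the unigenes of each K-means cluster in damaged against undamaged ‘Ortice’ (vertical axis) and ‘Ruveia’ (horizontal axis), with bars for the standard error over 3 arrays per condition and a dotted line of equal change. K3 lies at -0.73 in ‘Ruveia’ and 0.76 in ‘Ortice’, and the other clusters change more in ‘Ruveia’ than in ‘Ortice’.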

K-means clustering indicated that it was not possible to identify a cluster in which genes are overexpressed in the two attacked varieties with a similar pattern, further indicating a very limited overlap between the responses of the two olive varieties. The GO annotation (level 4) in the “Biological Process” domain of the genes belonging to the clusters (sequence cut-off 5%) is reported in Fig 4.

**Fig 4:**
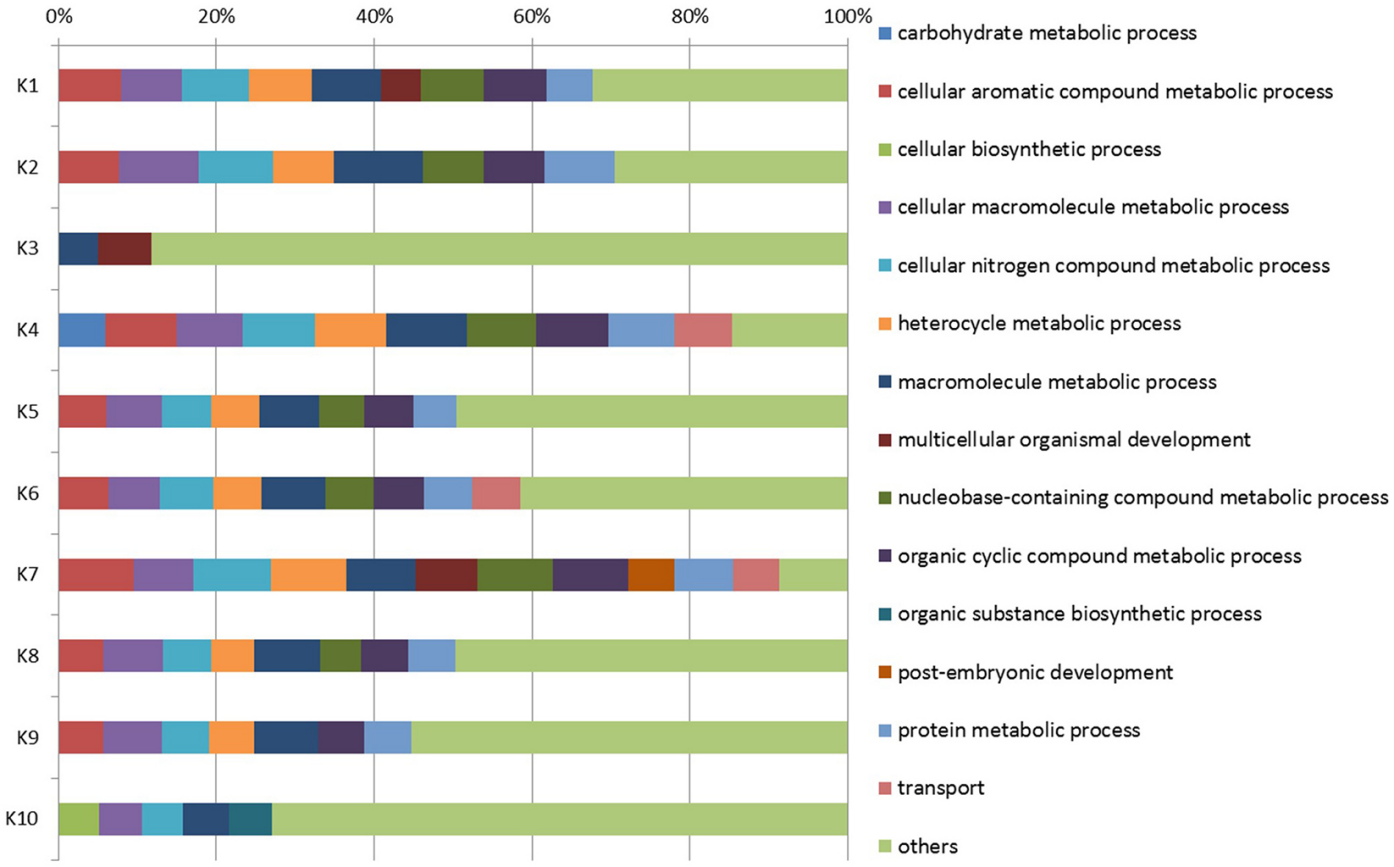
Functional categories of the clusters of the DEGs (FDR< 0.05 and |log_2_ Ratio| > 1). Each horizontal bar refers to the clusters (numbered from K1 to K10; see Fig 3) deriving from K-means clustering. Bars are partitioned into colored segments whose length represents the relative number of sequences for each GO term (level 4; BP; sequence cut-off: 5%).

To ease the comparison, the graph reports, for each cluster, the different GO categories in relative terms. The annotation indicated that K7 and K4 are the most complex clusters because they include, respectively, 12 and 11 out of the 15 considered GO terms. Taking as reference the average expression pattern, clusters K7 and K4 mainly comprise genes that are, respectively, highly and mildly up-regulated exclusively in the damaged drupes of the more tolerant cultivar ‘Ruveia’. Similarly, genes belonging to clusters K1 and K6, specifically modulated in ‘Ruveia’ drupes, were annotated with a high number of GO categories.

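The 207 unigenes of K7 had a mean log2 intensity of 13.90 ± 0.16 (SD, n = 3) in OC, 14.14 ± 0.24 in OD, 13.91 ± 0.15 in RC and 15.56 ± 0.10 in RD. Their mean log2 fold change was 1.65 in ‘Ruveia’ (standard error 0.10) and 0.24 in ‘Ortice’ (standard error 0.17, and 0.07 for the differences within replicate numbers). The 451 unigenes of K4 were dimmer, at 12.51 ± 0.08, 12.61 ± 0.12, 12.50 ± 0.06 and 13.70 ± 0.08 in the same order, with mean changes of 1.20 (standard error 0.06) and 0.09 (standard error 0.08, and 0.04 within replicate numbers). Both clusters were brighter in the damaged than in the undamaged ‘Ortice’ array of the same number in all 3 pairs. No unigene of K7 and 2 of K4 were called in ‘Ortice’, and for 158 and 269 unigenes, respectively, the difference between the responses of the cultivars passed the criteria.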

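The 300 unigenes of K6 rose from 13.40 ± 0.11 (SD, n = 3) in undamaged to 14.79 ± 0.10 in damaged ‘Ruveia’, a mean log2 fold change of 1.40 (standard error 0.09), while in ‘Ortice’ the change was 0.16 (standard error 0.13, and 0.05 within replicate numbers, with a rise in all 3 pairs). The 190 unigenes of K1 are the brightest of the 10 clusters, with a mean log2 intensity of 15.83 ± 0.05 in OC, 15.74 ± 0.17 in OD and 15.90 ± 0.02 in RC, and they fell to 13.78 ± 0.11 in RD. Each of them has a saturated spot on at least 1 array, so their mean changes of -2.12 (standard error 0.06) in ‘Ruveia’ and -0.09 (standard error 0.10) in ‘Ortice’ are limited by the maximum of the scanner.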

The most present GO terms in the different clusters were related to chemical reactions and pathways involving macromolecule, such as “macromolecule metabolic process” (present in all the ten clusters), “cellular macromolecule metabolic process” and “cellular nitrogen compound metabolic process” (present in nine clusters). K4 is the only cluster containing transcripts related to “carbohydrate metabolic processes” while the “post-embryonic development” term was exclusively present in K7. This analysis indicated the degree of specificity of the molecular events and biological processes characterizing the response of the tolerant cultivar ‘Ruveia’ to *B*. *oleae* attack.

### Expression analysis of the ‘Ruveia’ response to fruit fly

We used GO terms association (obtained by a sequence similarity search) to elucidate the biological objective to which the DEGs contribute in the response to the *B*. *oleae* feeding. GO analysis indicated that the transcriptional reconfiguration involved a range of biological processes (S6 Fig). To provide an optimal view of the dataset’s most relevant terms, a summary of the annotation results is presented as a multi-level pie that shows the lowest GO terms per branch that fulfil our annotation criterion weight (Fig 5).

**Fig 5:**
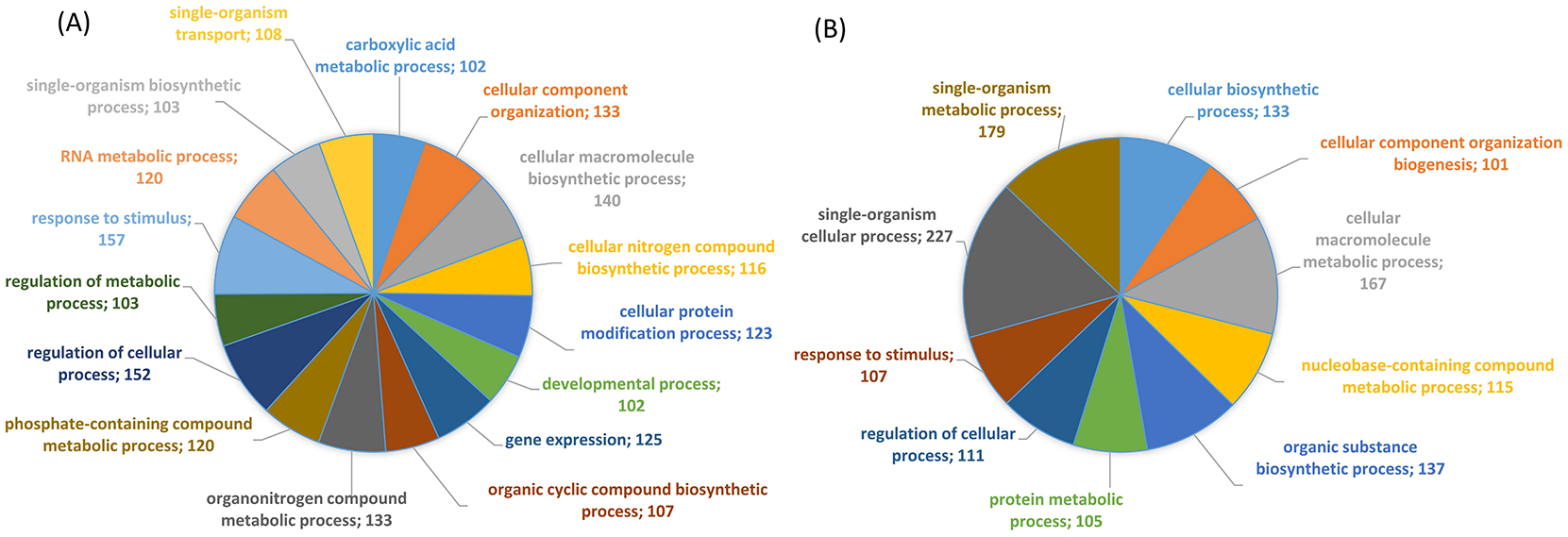
Multilevel distribution of the differentially expressed annotated sequences by GO category. The lowest terms with a minimum of 100 annotated sequences are shown. For each category it is indicated the number of annotated sequences. (A) downregulated genes; (B) upregulated genes.

The functional profile of both down and upregulated sequences indicated that the most abundant GO term categories were related to chemical reactions and pathways resulting in the formation of substances, including protein modification processes. Collectively, response to stress and to abiotic or biotic stimulus ranked the first most affected biological process for the down-regulated genes and at the eighth place for the up-regulated sequences.

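The unigenes named from here on are the 34 of the paper's complete list of unigenes higher in damaged ‘Ruveia’ than in damaged ‘Ortice’ (Table B of S1 File) whose description matches a gene or family named in the paper among genes involved in responses to stress. The list of the response of ‘Ruveia’ was not used here, so a family can have more members than are given. All 34 were higher in damaged than in undamaged ‘Ruveia’, with a median log2 fold change of 1.51 (range 0.82 to 2.16), and 31 passed both criteria, as they did when adjusted over the list alone. Since the paper chose the list on these arrays, the count is not independent evidence. The choice by a difference from damaged ‘Ortice’ also favours low values there and calls of the difference between the responses. Under median scaling all 34 stayed above the median of all unigenes, and without normalization 33 did. In ‘Ortice’ 27 of the 34 were higher in damaged drupes, with a median of 0.14, and none passed, while the difference between the responses passed for 31. That difference lay above the median of all unigenes for all 34 under median scaling and for 26 without normalization.

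The list holds 3 WRKY transcription factors, contig03271 (WRKY17), with a log2 fold change of 1.54 (standard error 0.14, adjusted p = 3.24e-05 from limma) in ‘Ruveia’ and 0.06 in ‘Ortice’, and the WRKY69 unigenes G0MWCVW04I23YE (2.01, standard error 0.21) and G0MWCVW04IWW1M (1.19, standard error 0.14). Among 4 WD-repeat proteins, G0MWCVW02DUL28 had the largest fitted change, 1.94 (standard error 0.18, adjusted p = 2.95e-05), although 5 of the 9 arrays of the other conditions were below the level of the control spots, and contig01339 the smallest, 0.99, just below the fold threshold. G0MWCVW04I96CY was at least 2.09-fold higher. The rpm1-like unigene G0MWCVW04IRIVQ rose by 1.57 (standard error 0.15, adjusted p = 3.35e-05).

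**Figure D6:**
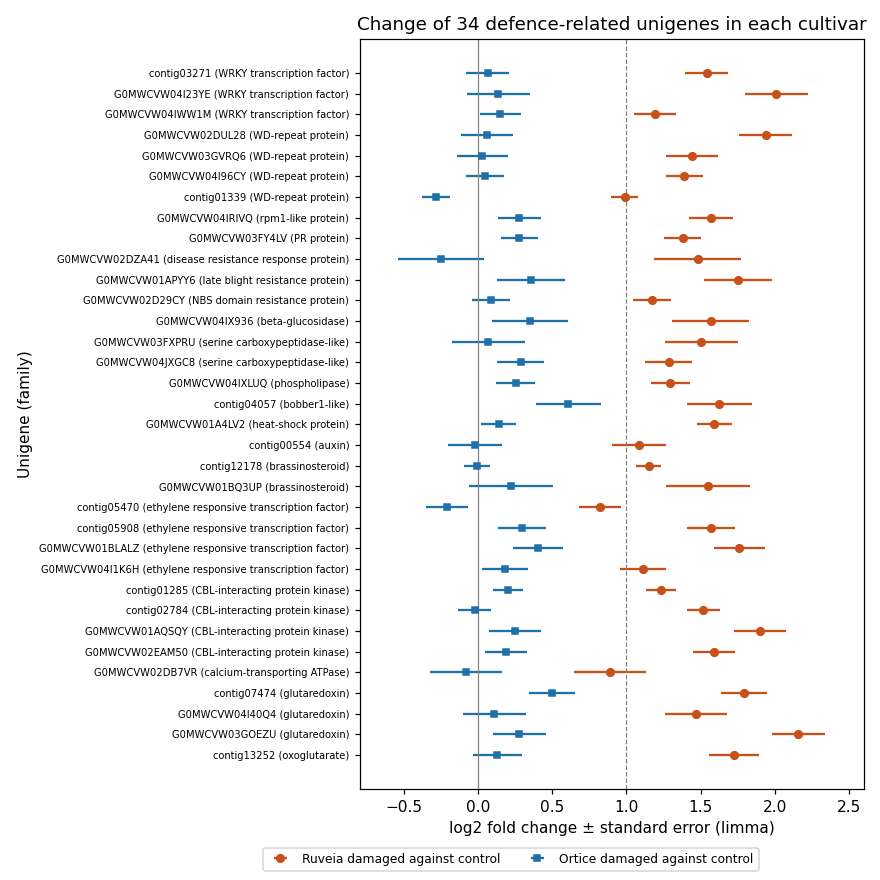
Log2 fold change ± standard error (horizontal axis) of damaged against undamaged drupes for the 34 unigenes in ‘Ruveia’ (circles) and ‘Ortice’ (squares), with the family of each unigene on the vertical axis and a dashed line at the fold threshold. In ‘Ruveia’ all 34 lie between 0.82 and 2.16, and in ‘Ortice’ between -0.29 and 0.61.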

Among the up-regulated genes involved in the response to stress, there were transcripts coding for proteins involved in signaling, including receptors and transcription factors, such as two leucine-rich repeat receptors, nine WD-repeat containing proteins, five WRKY transcription factors, and two rpm1-like proteins. The latter are essential regulator of plant defense and are typically associated to the resistance to pathogens [36]. Other up-regulated genes typically associated to pathogenesis included two PR proteins, one disease resistance response protein, one late blight resistance protein homologue and a NBS domain resistance protein. 

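In the same comparison of damaged and undamaged ‘Ruveia’, the pathogenesis-related homeodomain protein G0MWCVW03FY4LV rose by 1.38 on the log2 scale (standard error 0.13, adjusted p = 2.82e-05 from limma). The disease resistance response protein G0MWCVW02DZA41 rose by 1.48, with a larger standard error of 0.29 (adjusted p = 0.00282). For the late blight resistance protein homologue G0MWCVW01APYY6 the change was 1.75 (standard error 0.23, adjusted p = 2.68e-04), and for the NBS domain resistance protein G0MWCVW02D29CY it was 1.17 (standard error 0.13, adjusted p = 8.64e-05). In ‘Ortice’ none of these passed, with changes of 0.28, -0.25, 0.35 and 0.09, and the difference between the cultivars passed for all 4, with adjusted p-values from 0.00276 to 0.0146. Under median scaling G0MWCVW03FY4LV had a log2 fold change of -0.092 between the damaged drupes of the cultivars (named genes: G0MWCVW03FY4LV Ruveia damaged vs Ortice damaged), opposite in sign but above the median of all unigenes.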

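A beta-glucosidase 24-like unigene, G0MWCVW04IX936, had a mean log2 intensity of 13.95 ± 0.34 (SD, n = 3) in undamaged and 15.51 ± 0.23 in damaged ‘Ruveia’, a log2 fold change of 1.57 (standard error 0.26, adjusted p = 0.00105 from limma). In ‘Ortice’ it went from 13.77 ± 0.50 to 14.11 ± 0.28, a change of 0.35 that is within the spread of the replicates (adjusted p = 0.476). The difference between the 2 responses was 1.22 (standard error 0.36, adjusted p = 0.0345).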

Among the genes that can directly deter insect growth, there were three beta-glucosidases. In fruits, beta-glucosidase activity plays an important role in the oleuropein metabolism, catalyzing its hydrolysis into a toxic glutaraldehyde-like structure that acts as defense mechanism against insects [37]. Moreover, four serine carboxypeptidase-like (SCPL) genes were up-regulated. 

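The SCPL unigenes found in the list are G0MWCVW03FXPRU (serine carboxypeptidase-like 50) and G0MWCVW04JXGC8 (serine carboxypeptidase-like 51). Feeding raised the former in ‘Ruveia’ by 1.50 on the log2 scale (standard error 0.25, adjusted p = 0.00102 from limma) and the latter by 1.28 (standard error 0.16, adjusted p = 1.82e-04). The corresponding changes in ‘Ortice’ were 0.07 and 0.29, and the difference between the cultivars passed both criteria for G0MWCVW03FXPRU but not for G0MWCVW04JXGC8, where it was 1.00 (adjusted p = 0.0112), just below the fold threshold.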

In tomato, Arabidopsis and rice, some SCPL proteins are wound inducible and connected to jasmonic acid (JA) pathway [38, 39]. 

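A phosphoinositide phospholipase C 2-like unigene, G0MWCVW04IXLUQ, was at least 2.07-fold higher in damaged than in undamaged ‘Ruveia’ (adjusted p = 4.97e-05 from limma). Its log2 intensity was 11.80 ± 0.10 (SD, n = 3) in undamaged drupes, below the level of the control spots on all 3 arrays, and 13.09 ± 0.11 in damaged ones. In ‘Ortice’ it was also below that level on all 3 undamaged arrays and on 2 of the 3 damaged arrays.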

Other up-regulated genes possibly related to JA pathway include two phospholipases. 

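The bobber1-like unigene contig04057 rose by 1.63 on the log2 scale in damaged ‘Ruveia’ (standard error 0.22, adjusted p = 3.16e-04 from limma). It had the largest fitted change in ‘Ortice’ among the 34 unigenes, 0.61 (standard error 0.22), which did not pass the threshold (adjusted p = 0.150). A DnaJ heat-shock N-terminal domain-containing protein, G0MWCVW01A4LV2, rose by 1.59 (standard error 0.12, adjusted p = 7.94e-06) in ‘Ruveia’ and by 0.14 in ‘Ortice’. No dehydration-induced protein was found by its description in the list.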

Genes typically associated to abiotic stress were also up-regulated, such as two transcripts coding for dehydration-induced proteins, two heat-shock proteins and a bobber1–like protein. 

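The auxin efflux carrier family protein contig00554 and the bri1 suppressor 1-like contig12178 rose by 1.08 (standard error 0.18, adjusted p = 0.00123 from limma) and 1.15 (standard error 0.09, adjusted p = 7.94e-06) on the log2 scale in damaged ‘Ruveia’. A brassinosteroid insensitive 1-associated receptor kinase 1-like unigene, G0MWCVW01BQ3UP, rose by 1.55 with a standard error of 0.28 (adjusted p = 0.00187). Of 4 ethylene responsive transcription factors, G0MWCVW01BLALZ (1.76), contig05908 (1.57) and G0MWCVW04I1K6H (1.11) passed both criteria, while contig05470 rose by 0.82 (standard error 0.14, adjusted p = 0.00140) and stayed below the fold threshold. All of these lay above the median of all unigenes under median scaling, but the sign of contig00554 changed there, to -0.087 (named genes: contig00554 Ruveia damaged vs Ruveia control). For contig12178, 1 array of undamaged ‘Ruveia’ was below the level of the control spots.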

The ‘Ruveia’ response to *B*. *oleae* also included genes involved in phytohormone signaling such as those coding for proteins involved in auxin (i.e. auxin binding protein, auxin efflux carrier family protein, auxin response factor, indole-3 acetic acid amino-acid hydrolase), brassinosteroid (i.e. brassinosteroid insensitive 1-associated receptor kinase 1 like, bri1 suppressor 1 like) and ethylene signaling (i.e. four ethylene responsive transcription factors). 

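Among 4 CBL-interacting protein kinases, the log2 fold change in ‘Ruveia’ was 1.90 for G0MWCVW01AQSQY, 1.59 for G0MWCVW02EAM50, 1.52 for contig02784 and 1.23 for contig01285, with adjusted limma p-values of at most 2.92e-05. Their changes in ‘Ortice’ ranged from -0.03 to 0.25. The plasma membrane-type calcium-transporting ATPase G0MWCVW02DB7VR rose by 0.89 (standard error 0.24, adjusted p = 0.0145), below the fold threshold, and its adjusted p reached 0.0580 when an array was left out. The glutaredoxins G0MWCVW03GOEZU, contig07474 and G0MWCVW04I40Q4 rose by 2.16, 1.79 and 1.47, the first of these with a standard error of 0.18 (adjusted p = 1.50e-05), and the 2-oxoglutarate unigene contig13252 by 1.73 (standard error 0.17, adjusted p = 4.04e-05).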

Besides stress hormones, the plant perception and the signal transduction of *B*. *oleae* infestation seems to involve also other stress-related cellular messengers such ROS and calcium, as indicated by the up-regulation of five calcium-dependent CBL-interacting serine/threonine protein kinases, a calcium transporting ATPase plasma membrane, four glutaredoxin, and one oxoglutarate genes.

KEGG pathway map analysis of annotated enzymatic activities indicated that purine metabolism ranked first as number of sequences. Among other physiological processes, variation in purine metabolism associates to fruit ripening and to uracil salvage activity during senescence. Moreover, plants produce toxic secondary metabolites from pyrimidines that act as defense compounds [40]. The “Biosynthesis of antibiotics” KEGG reference pathway ranked first considering the number of enzymatic activities. This molecular interaction network diagram comprises an ample number of reactions that in plants are associated to terpenoid backbone biosynthesis, the shikimate pathway and the biosynthesis of secondary metabolites. Starch and sucrose metabolism ranked second for both the number of sequences and enzymatic activities.

### Differential expression analysis of the damaged drupes of the two varieties

To understand the inducible factors that can account for the different tolerance of the two varieties, we compared the gene expression levels between ‘Ortice’ and ‘Ruveia’ drupes when infested by *B*. *oleae*. The total number of DEGs was less than half compared with the response of the tolerant cultivar ‘Ruveia’ to the fruit fly. 

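Before applying the fold threshold, the comparison of the damaged drupes and the response of ‘Ruveia’ were closer to each other, with 16097 and 17958 of the tested unigenes at an unadjusted limma p-value below 0.05. The SD of the log2 fold changes over the tested unigenes was 0.52 between the damaged cultivars, intermediate between those of the responses of ‘Ruveia’ and ‘Ortice’.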

The proportion of the up-regulated genes (57%) was higher compared to the ‘Ruveia’ response, indicating that the different tolerance between the cultivars lies in the activation of a wide number of genes. 

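With limma, 47.6% of the DEGs between the damaged drupes were higher in ‘Ruveia’. Leaving out single arrays changed this share to between 44.2% and 51.6%. The share depended on the normalization. It was 60.0% with cyclic loess, 0.421% with median scaling, which lowered the median of all unigenes, and 92.9% without normalization, which raised it. Relative to that median, all 750 unigenes higher in damaged ‘Ruveia’ stayed above it under median scaling and 718 without normalization, with 316 and 94 of them past the fold threshold.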

In the Biological Process domain, differentially expressed sequences were assigned to a number of processes. At the GO level 2, the largest difference in ranking between the up-regulated and down-regulated sequences was for “multicellular organismal process”. On the opposite, “metabolic process”, in comparative terms, it is the most characterizing GO term in the down-regulated sequences (S7 Fig).

A summary of the GO annotation results for the down-regulated or the up-regulated sequences is presented as a multi-level pie (Fig 6).

**Fig 6:**
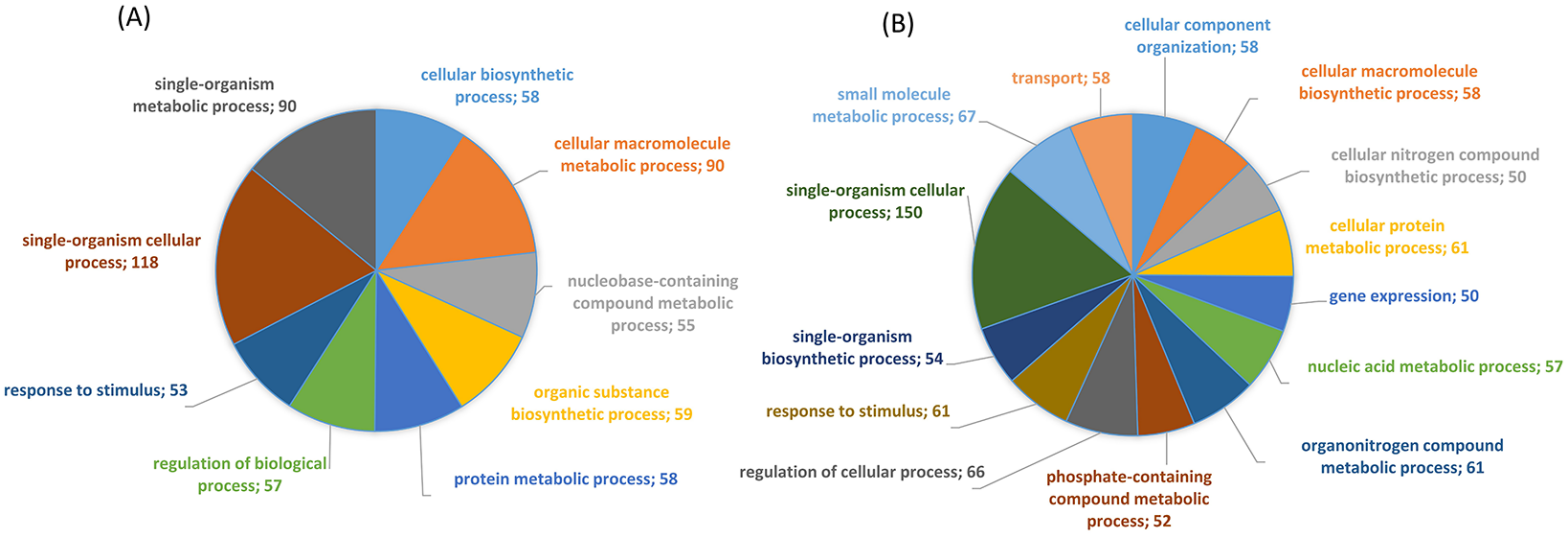
Multilevel distribution of the differentially expressed annotated sequences by GO category. The lowest terms with a minimum of 50 annotated sequences are shown. For each category, it is indicated the number of annotated sequences. (A) downregulated genes; (B) upregulated genes.

The dominant GO term for both upregulated and downregulated sequences was “single-organism process”. “Response to stimulus” ranked fourth for the up-regulated sequences and ninth for the down-regulated sequences.

Among the up-regulated genes, eight sequences were associated to the GO term “response to biotic stimulus” such as a WRKY transcription factor 17, two putative serine/threonine kinases, and a Serine carboxypeptidase like. 

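Between the damaged drupes, the WRKY transcription factor 17 unigene contig03271 was higher in ‘Ruveia’ by 1.39 on the log2 scale (standard error 0.14, adjusted p = 9.97e-05 from limma), with intensities of 12.66 ± 0.14 (SD, n = 3) in ‘Ortice’ and 14.06 ± 0.22 in ‘Ruveia’. The serine carboxypeptidase-like unigenes G0MWCVW03FXPRU and G0MWCVW04JXGC8 were higher by 1.35 (standard error 0.25, adjusted p = 0.00271) and 1.16 (standard error 0.16, adjusted p = 5.55e-04). Over the 34 stress-related unigenes the median difference was 1.34, from 0.88 to 1.91, and 32 passed both criteria. The paper listed the 34 for being higher in this very comparison on these arrays. Neither the count nor the size of the differences is therefore independent evidence.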

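The auxin efflux carrier family unigene contig00554 was higher in damaged ‘Ruveia’ than in damaged ‘Ortice’ by 1.03 on the log2 scale (standard error 0.18, adjusted p = 0.00240 from limma). Leaving out an array its difference ranged from 0.93 to 1.18, and under median scaling it was -0.22 (named genes: contig00554 Ruveia damaged vs Ortice damaged), above the median of all unigenes but with the opposite sign. The bri1 suppressor 1-like unigene contig12178 was higher by 1.00 (standard error 0.09, adjusted p = 2.99e-05), close to the fold threshold, and its difference ranged from 0.95 to 1.12 with an array left out.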

Genes coding for proteins putatively involved in phytohormone signaling included an auxin efflux carrier family protein and abri1 suppressor 1 like. These genes were also upregulated in ‘Ruveia’ cultivar in response to the olive fruit fly. 

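In ‘Ortice’ no change of either unigene was detected. The log2 fold change was -0.02 (standard error 0.18, adjusted p = 0.968 from limma) for contig00554 and -0.01 (standard error 0.09, adjusted p = 0.971) for contig12178. The difference between the responses of ‘Ruveia’ and ‘Ortice’ passed both criteria for both unigenes, with adjusted p-values of 0.0138 and 2.82e-04.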

In total, almost 95% of the genes up-regulated in the comparison between the attacked drupes of the two cultivars were also upregulated in the damaged fruits of the tolerant variety (‘Ruveia’). 

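The overlap was 94.8% (711 of 750 unigenes) with the limma calls, against 38.1% on average, and 41.9% at most, for comparisons of unchanged conditions that share the arrays of damaged ‘Ruveia’. The simulated shares come from independent draws of unigenes and arrays, so their range can be too narrow. The overlap of 94.8% stayed between 90.5% and 95.1% with an array left out. Of the 826 unigenes lower in damaged ‘Ruveia’ than in damaged ‘Ortice’, 78.3% were also down-regulated by the fly in ‘Ruveia’. Unchanged conditions were not simulated for the lower unigenes, so the part of this share that comes from the shared arrays is not known.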

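Few of the differences between the damaged drupes could be called between the undamaged ones, where 12 unigenes were called higher and 7 lower in ‘Ruveia’. None of the unigenes higher in damaged ‘Ruveia’ was also called higher in undamaged ‘Ruveia’ than in undamaged ‘Ortice’, where 0.252 would be shared by chance. Of the unigenes lower in damaged ‘Ruveia’, 2 were also lower in undamaged ‘Ruveia’, against 0.162 by chance, and 1 unigene changed direction. With so few calls, this overlap cannot show how many of the differences were present before the attack. The SD of the log2 fold changes between the undamaged cultivars was 0.23. For the 34 stress-related unigenes the median difference between the undamaged cultivars was 0.03, from -0.29 to 0.30, with none past the threshold in limma.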

The data indicated that the different tolerance to the fruit fly in the two cultivars under investigation is mainly inducible.

## Discussion

The use of olive varieties that are highly tolerant to the fruit fly is an important element to reduce economic loss and use of chemical pesticides. Knowledge on the molecular aspects underlying the different resistance response to the fruit fly can assist the screening of more suitable genotypes and ultimately, contribute to the development of new integrated control strategies. For these reasons, we compared two olive cultivars with contrasting resistance levels to *B*. *oleae*. To this aim, we first generated a large collection of unigenes from our NGS data. The assembly did not include about 20% of raw sequences, a limited number considering the abundance of short repeats and the high level of heterozygosity of the olive [27, 41]. The reduced number of unassembled reads should have been also affected by the smaller number of cultivars and plant tissues under investigation in comparison with other works [41]. The 454 DNA sequencing method confirmed to be an effective technology in revealing the expression of a large number of genes in a non-model organism mainly because its longer read length [42].

We pooled the pyrosequencing samples derived from a number of conditions to generate a microarray based on the drupe sequence information and obtained a number of unigenes comparable to other works in olive [41]. Similarly, the percentage of annotation of our assembled dataset was comparable or higher to previous olive ESTs sequencing efforts [27, 41, 43]. The setup of a microarray allows analyses of gene expression and functional genomics studies in olive at a fraction of the cost of next generation sequencing. Moreover, microarray data are more computationally tractable and do not require an extended bioinformatics effort [44]. Our layout specifically focused on the drupe and was based on the widely used Combimatrix technology, hence extending currently available options [45, 46].

A key interest in this study was to compare the response of genotypes with different level of tolerance to the olive fruit fly. In absence of infestation, very little difference was noticed between the two cultivars. This is justified considering that we analysed plants present in the same environment, not only to reduce environmental variability but also to have the same *B*. *oleae* population level. A diverse expression profile between the tolerant and susceptible genotype was clearly observed only in the presence of larvae. Within a species, the scale and quality of response to herbivores as well as the accumulation of defence compounds may vary significantly [47–50]. In *Brassica oleracea*, there was a very little overlap between transcriptional responses of two varieties with contrasting level of resistance to the cabbage aphid (*Brevicoryne brassicae*), underlying that intraspecific variation in susceptibility to insect pests can be also explained by differences in induced transcriptional changes [51]. The here described strong difference between the tolerant and the susceptible variety also implies a significant genotype-specific response in olive. This would be consistent with the frequently reported genetic diversity and the large diversified phenotypic traits of the plant and of olive oil products [52]. The data suggest a strong relevance of the genetic component in the determination of the tolerant phenotype [53, 54] also because trees grew in the same environment using the same agronomic practices.

Plant defence pathways can be manipulated by also pathogens or pests [55, 56]. For instance, glucose oxidase, one of the principal components of *Helicoverpa zea* saliva, suppresses some induced resistance in *Nicotiana tabacum* by directly inhibiting the wound-signalling molecule jasmonic acid and/or by antagonizing its interaction with other signalling pathways [57]. In tomato, the spider mite Tetranychus evansi is able to suppress the induction of genes involved in the induced plant defences, such as proteinase inhibitors [58]. Evidence for the defence suppression by herbivores is not as large as for defence induction yet, it is conceivable that plant resistance mechanisms promote the selection of counter-adaptive mechanisms in biotic stressors, especially in compatible interactions involving monophagous pests [59]. Our data suggest that the successful colonization of drupes by *B*. *oleae* is likely to be due to a weak reaction in the more susceptible variety and that drupes of the more tolerant variety are a less favourable nourishment because of a more active and composite molecular response [60].

The gene expression in the attacked drupes of cv. ‘Ruveia’ identified a number of sequences directly and indirectly involved in the induced resistance mechanism. Plant response to herbivorous pest encompasses a number of mechanisms [61] and therefore, several molecular processes are activated by the drupe defence to the fruit fly. Upregulated genes include those involved in the defence mechanisms against biotic stress, both wounding and pathogen attack, as well as abiotic stress, such as drought and high or low temperature. The overexpression of genes involved in different defense pathways suggests that the inducible response to *B*. *oleae* larvae has a degree of overlap with the response to pathogens, which was also noted for the interaction between olive and *S*. *oleaginea* [62]. Moreover, our data is consistent with other research works that indicated that beta-glucosidases are important element of the olive defense to *B*. *oleae* [14, 15, 37]. Beta-glucosidases promote the formation of toxic glutaraldehyde-like structure from oleuropein, a phenolic compound that has been linked to the different susceptibility of olive cultivars [16]. DEGs were also involved in the production or response to phytohormones and molecules involved in pest response (e.g., jasmonic acid and ROS).

Besides genes associated to stress resistance, the Gene Ontology analysis suggested that biological processes related to secondary metabolism, cation transport and transmembrane transport are also affected, giving reasons to believe that numerous changes in plant primary metabolism should occur in response to larva feeding [63]. Recently, it has been reported that *B*. *oleae* infestation causes significant changes in mineral elements (such as P, K, Fe and Mg) in fruits [23]. Also abiotic stress, such as a moderate drought, affects different metabolites during fruit development, including terpenes [64]. Collectively, the existing molecular and metabolomics data suggest that the defensive reaction of the tolerant cultivar to the persisting feeding of the *B*. *oleae* comprises a larger than anticipated metabolic reprogramming in infested tissues, yet to be fully described [7, 65].

## Conclusions

The *B*. *oleae* feeding influences pathways with a known role in defence, oxidative stress responses, and genes involved in plant structure and metabolism. Defence against the long-lasting fruit fly larva feeding is a complex trait and involves multiple molecular mechanisms. The complexity of the drupe response suggests that a number of features, metabolites and signalling pathways effectively limit the fruit fly infestation. An additional level of complexity derives from the marked genotype-specific difference present in olive that is suggested by our study [66]. The extended gene expression difference between the tolerant and susceptible olive varieties under investigation also indicated that it would be possible to identify genetic factors that are associated with a higher level of tolerance to *B*. *oleae*.

## Supporting information

S1 Fig Length distribution of the assembled sequences (A) and of those used for the microarray (B). (TIF) Click here for additional data file.

S2 Fig Functional annotation of the assembled unigenes. A) Distribution of the unigenes according to the presence (matched) or absence (non-matched) of hits retrieved from the NCBI database. The pie of the pie chart illustrates the relative distribution of the best-BlastX hits according to the plant species. B) Classification of the unigenes in the GO domains Biological Process, Cellular Component and Molecular Function. For each domain, the table reports the GO-terms (category) ranked in decreasing order according to the number of sequences (singleton/TCs). The bar chart illustrates for each GO-term the relative amount in relation to the number of sequences annotated in the GO-domain and the total number of sequences assembled.
(TIFF) Click here for additional data file.

S3 Fig Box plots of signal intensity after quantile normalization for each microarray hybridization. Legend: Ort: ‘Ortice’; Ruv: ‘Ruveia’; S: control condition; T: test condition; Roman numbers denote, per each condition, the biological replicate.
(TIF) Click here for additional data file.

S4 Fig Heatmap of the differentially expressed genes. The heatmap shows the relative expression level of the DEGs in the four experimental comparisons. 1: ‘Ruveia’ Test vs ‘Ruveia’ Control condition; 2: ‘Ruveia’ Test vs ‘Ortice’ Test condition; 3: ‘Ortice’ Test vs ‘Ortice’ Control condition; 4: ‘Ruveia’ Control vs ‘Ortice’ Control condition. Gradation from green to red is relative to the log2 Fold Change (FC) values. Similarities were calculated using Euclidean distances and agglomeration was performed according to the complete-linkage algorithm.
(TIF) Click here for additional data file.

S5 Fig Real time RT-PCR validation of the microarray results. The expression level of four DEGs (1, 2, 3 and 4) and two transcripts that were not affected by *B*. *oleae* (5 and 6) was analysed by real-time RT-PCR in drupes of the ‘Ortice’ cultivar. Quantities are reported on a linear scale relative to the calibrator condition (undamaged olives). 1: G0MWCVW03GE3QK; 2: G0MWCVW01A1C2H; 3: G0MWCVW03FSPSU; 4: G0MWCVW04JNBZP; 5: contig04878; 6: G0MWCVW02DVZFG. See S1 Table for details on the transcripts. For each transcript, an asterisk indicates a significant difference with the control condition (Student t-test; *: p<0.05).
(TIF) Click here for additional data file.

S6 Fig Level 2 chart summary of GO term association for the overexpressed (orange bars) and under expressed (blue bars) sequences following *B*. *oleae* feeding of the ‘Ruveia’ drupes. (TIF) Click here for additional data file.

S7 Fig Level 2 chart summary of GO term association for the up-regulated (orange bars) and down-regulated (blue bars) sequences of the comparison between infested drupes of the ‘Ruveia’ and ‘Ortice’ varieties. (TIF) Click here for additional data file.

S1 Table Primer used for qRT-PCR validation of the microrray results. (XLSX) Click here for additional data file.

S2 Table List of all unigenes and their predicted functional annotation. (XLSX) Click here for additional data file.

S3 Table K-means clusters of the differentially expressed genes. (XLSX) Click here for additional data file.

S1 File Differentially expressed genes and their annotation. Table A. List and annotation of the underexpressed genes (FDR: <0.05; log2Ratio <1) between attacked drupes of the Ruveia and attacked drupes of the Ortice cultivar. Table B. List and annotation of the overexpressed genes (FDR: <0.05; log2Ratio >1) between attacked drupes of the Ruveia and the attacked drupes of the Ortice cultivar. Table C. List and annotation of the underexpressed genes (FDR: <0.05; log2Ratio <1) between attacked and control drupes of the Ruveia cultivar. Table D. List and annotation of the overexpressed genes (FDR: <0.05; log2Ratio >1) between attacked and control drupes of the Ruveia cultivar. Table E. List and annotation of the underexpressed genes (FDR: <0.05; log2Ratio <1) between attacked and control drupes of the Ortice cultivar. F. List and annotation of the overexpressed genes (FDR: <0.05; log2Ratio >1) between attacked and control drupes of the Ortice cultivar. Table G. List and annotation of the underexpressed genes (FDR: <0.05; log2Ratio <1) between control drupes of the Ruveia and control drupes of the Ortice cultivar. Table H. List and annotation of the overexpressed genes (FDR: <0.05; log2Ratio >1) between control drupes of the Ruveia and control drupes of the Ortice cultivar.
(XLSX) Click here for additional data file.

## References

[1] NardiF, CarapelliA, BooreJ, RoderickG, DallaiR, FratiF. Domestication of olive fly through a multi-regional host shift to cultivated olives: Comparative dating using complete mitochondrial genomes. Molecular phylogenetics and evolution. 2010;57(2):678–86. doi: 10.1016/j.ympev.2010.08.008 2072360810.1016/j.ympev.2010.08.008

[2] ZygouridisN, AugustinosA, ZalomF, MathiopoulosK. Analysis of olive fly invasion in California based on microsatellite markers. Heredity. 2009;102(4):402–12. doi: 10.1038/hdy.2008.125 1910713710.1038/hdy.2008.125

[3] FletcherB. The biology of dacine fruit flies. Annual review of entomology. 1987;32(1):115–44.

[4] DaaneKM, JohnsonMW. Olive fruit fly: managing an ancient pest in modern times. Annual review of entomology. 2010;55:151–69. doi: 10.1146/annurev.ento.54.110807.090553 1996132810.1146/annurev.ento.54.110807.090553

[5] MalheiroR, CasalS, BaptistaP, PereiraJA. A review of *Bactrocera oleae* (Rossi) impact in olive products: From the tree to the table. Trends in Food Science & Technology. 2015;44(2):226–42.

[6] Gómez-CaravacaAM, CerretaniL, BendiniA, Segura-CarreteroA, Fernández-GutiérrezA, Del CarloM, et al Effects of fly attack (*Bactrocera oleae*) on the phenolic profile and selected chemical parameters of olive oil. Journal of Agricultural and Food Chemistry. 2008;56(12):4577–83. doi: 10.1021/jf800118t 1852240210.1021/jf800118t

[7] GucciR, CarusoG, CanaleA, LoniA, RaspiA, UrbaniS, et al Qualitative changes of olive oils obtained from fruits damaged by *Bactrocera oleae* (Rossi). HortScience. 2012;47(2):301–6.

[8] AngerosaF, GiacintoLD, SolinasM. Influence of *Dacus oleae* infestation on flavor of oils, extracted from attacked olive fruits, by HPLC and HRGC analyses of volatile compounds. Grasas y Aceites. 1992;43(3):134–42.

[9] MedjkouhL, TamendjariA, KeciriS, SantosJ, NunesMA, OliveiraM. The effect of the olive fruit fly (*Bactrocera oleae*) on quality parameters, and antioxidant and antibacterial activities of olive oil. Food & Function. 2016;7(6):2780–8.2722068810.1039/c6fo00295a

[10] VontasJ, HejaziM, HawkesNJ, CosmidisN, LoukasM, HemingwayJ. Resistance-associated point mutations of organophosphate insensitive acetylcholinesterase, in the olive fruit fly *Bactrocera oleae*. Insect molecular biology. 2002;11(4):329–36. 1214469810.1046/j.1365-2583.2002.00343.x

[11] TsolakisH, RagusaE, TarantinoP. Control of *Bactrocera oleae* by low environmental impact methods: NPC methodology to evaluate the efficacy of lure-and-kill method and copper hydroxide treatments. Bulletin of Insectology. 2011;64(1):1–8.

[12] DaaneKM, WangX, NietoDJ, PickettCH, HoelmerKA, BlanchetA, et al Classic biological control of olive fruit fly in California, USA: release and recovery of introduced parasitoids. BioControl. 2015;60(3):317–30.

[13] HoelmerKA, KirkAA, PickettCH, DaaneKM, JohnsonMW. Prospects for improving biological control of olive fruit fly, *Bactrocera oleae* (Diptera: Tephritidae), with introduced parasitoids (Hymenoptera). Biocontrol science and technology. 2011;21(9):1005–25.

[14] CorradoG, AlagnaF, RoccoM, RenzoneG, VarricchioP, CoppolaV, et al Molecular interactions between the olive and the fruit fly *Bactrocera oleae*. BMC Plant Biology. 2012;12(1):1.2269492510.1186/1471-2229-12-86PMC3733423

[15] AlagnaF, KallenbachM, PompaA, De MarchisF, RaoR, BaldwinIT, et al Olive fruits infested with olive fly larvae respond with an ethylene burst and the emission of specific volatiles. Journal of Integrative Plant Biology. 2015.10.1111/jipb.1234325727685

[16] IannottaN, ScalercioS. Susceptibility of Cultivars to Biotic Stresses In: MazzalupoI, editor. Olive Germplasm—The Olive Cultivation, Table Olive and Olive Oil Industry in Italy: INTECH Open Access Publisher; 2012 p. 81–106.

[17] Rizzo R, Caleca V, editors. Resistance to the attack of Bactrocera oleae (Gmelin) of some Sicilian olive cultivars. Proceedings of Olivebioteq 2006, Second International Seminar “Biotechnology and quality of olive tree products around the Mediterranean Basin” November 5th–10th, Mazara del Vallo, Marsala, Italy; 2006.

[18] Di VaioC. Il germoplasma dell'olivo in Campania. Napoli (IT): Assessorato all'Agricoltura Regione Campania; 2012 92 p.

[19] PuglianoG. La risorsa genetica dell'olivo in Campania. Napoli (IT): Regione Campania; 2000 158 p.

[20] CorradoG, GaronnaA, CabanásCG-L, GregoriouM, MartelliGP, MathiopoulosKD, et al Host Response to Biotic Stresses In: RuginiE, BaldoniL, MuleoR, SebastianiL, editors. The Olive Tree Genome. Springer International Publishing; 2016 p. 75–98.

[21] MalheiroR, CasalS, CunhaSC, BaptistaP, PereiraJA. Identification of leaf volatiles from olive (*Olea europaea*) and their possible role in the ovipositional preferences of olive fly, *Bactrocera oleae* (Rossi)(Diptera: Tephritidae). Phytochemistry. 2016;121:11–9. doi: 10.1016/j.phytochem.2015.10.005 2660327610.1016/j.phytochem.2015.10.005

[22] Lo ScalzoRL, ScarpatiML, VerzegnassiB, VitaG. *Olea europaea* chemicals repellent to *Dacus oleae* females. Journal of Chemical Ecology. 1994;20(8):1813–23. doi: 10.1007/BF02066224 2424271010.1007/BF02066224

[23] GarantonakisN, VarikouK, MarkakisE, BirourakiA, SergentaniC, PsarrasG, et al Interaction between *Bactrocera oleae* (Diptera: Tephritidae) infestation and fruit mineral element content in *Olea europaea* (Lamiales: Oleaceae) cultivars of global interest. Applied Entomology and Zoology. 2016;51(2):257–65.

[24] ScarpatiML, Lo ScalzoRL, VitaG, GambacortaA. Chemiotropic behavior of female olive fly (Bactrocera oleae Gmel.) on *Olea europaea* L. Journal of Chemical Ecology. 1996;22(5):1027–36. doi: 10.1007/BF02029952 2422762210.1007/BF02029952

[25] RizzoR, CalecaV, LombardoA. Relation of fruit color, elongation, hardness, and volume to the infestation of olive cultivars by the olive fruit fly, *Bactrocera oleae*. Entomologia Experimentalis et Applicata. 2012;145(1):15–22.

[26] UcedaM, FriasL. Harvest dates Evolution of the fruit oil content, oil composition and oil quality. Proc II Seminario Oleicola Internacional, Córdoba (Spain), 1975:6–17.

[27] AlagnaF, D'AgostinoN, TorchiaL, ServiliM, RaoR, PietrellaM, et al Comparative 454 pyrosequencing of transcripts from two olive genotypes during fruit development. BMC Genomics. 2009;10(1):1.1970940010.1186/1471-2164-10-399PMC2748093

[28] CoppolaV, CoppolaM, RoccoM, DigilioMC, D’AmbrosioC, RenzoneG, et al Transcriptomic and proteomic analysis of a compatible tomato-aphid interaction reveals a predominant salicylic acid-dependent plant response. BMC Genomics. 2013;14(1):1.2389539510.1186/1471-2164-14-515PMC3733717

[29] R Developmental Team Core. R: A language and environment for statistical computing: R Foundation for Statistical Computing; 2009.

[30] VoigtC. Synthetic Biology: Methods for part/device characterization and chassis engineering: Academic Press; 2011.

[31] SaeedA, SharovV, WhiteJ, LiJ, LiangW, BhagabatiN, et al TM4: a free, open-source system for microarray data management and analysis. Biotechniques. 2003;34(2):374 1261325910.2144/03342mt01

[32] ZimmermannP, SchildknechtB, CraigonD, Garcia-HernandezM, GruissemW, MayS, et al MIAME/Plant—adding value to plant microarrray experiments. Plant Methods. 2006;2(1):1.1640133910.1186/1746-4811-2-1PMC1334190

[33] GötzS, García-GómezJM, TerolJ, WilliamsTD, NagarajSH, NuedaMJ, et al High-throughput functional annotation and data mining with the Blast2GO suite. Nucleic Acids Research. 2008;36(10):3420–35. doi: 10.1093/nar/gkn176 1844563210.1093/nar/gkn176PMC2425479

[34] MyhreS, TveitH, MollestadT, LægreidA. Additional gene ontology structure for improved biological reasoning. Bioinformatics. 2006;22(16):2020–7. doi: 10.1093/bioinformatics/btl334 1678796810.1093/bioinformatics/btl334

[35] Muñoz-MéridaA, VigueraE, ClarosMG, TrellesO, Pérez-PulidoAJ. Sma3s: a three-step modular annotator for large sequence datasets. DNA research. 2014;21(4):341–53. doi: 10.1093/dnares/dsu001 2450139710.1093/dnares/dsu001PMC4131829

[36] SeloteD, KachrooA. RIN4-like proteins mediate resistance protein-derived soybean defense against *Pseudomonas syringae*. Plant Signaling & Behavior. 2010;5(11):1453–6.2105195410.4161/psb.5.11.13462PMC3115253

[37] KoudounasK, BanilasG, MichaelidisC, DemoliouC, RigasS, HatzopoulosP. A defence-related *Olea europaea* β-glucosidase hydrolyses and activates oleuropein into a potent protein cross-linking agent. Journal of Experimental Botany. 2015;66(7):2093–106. doi: 10.1093/jxb/erv002 2569779010.1093/jxb/erv002PMC4669557

[38] LiuH, WangX, ZhangH, YangY, GeX, SongF. A rice serine carboxypeptidase-like gene OsBISCPL1 is involved in regulation of defense responses against biotic and oxidative stress. Gene. 2008;420(1):57–65. doi: 10.1016/j.gene.2008.05.006 1857187810.1016/j.gene.2008.05.006

[39] MouraDS, BergeyDR, RyanCA. Characterization and localization of a wound-inducible type I serine-carboxypeptidase from leaves of tomato plants (*Lycopersicon esculentum* Mill.). Planta. 2001;212(2):222–30. doi: 10.1007/s004250000380 1121684310.1007/s004250000380

[40] KaferC, ZhouL, SantosoD, GuirgisA, WeersB, ParkS, et al Regulation of pyrimidine metabolism in plants. Front Biosci. 2004;9:1611–25. 1497757210.2741/1349

[41] Muñoz-MéridaA, González-PlazaJJ, BlancoAM, del Carmen García-LópezM, RodríguezJM, PedrolaL, et al De novo assembly and functional annotation of the olive (*Olea europaea*) transcriptome. DNA research. 2013;20(1):93–108. doi: 10.1093/dnares/dss036 2329729910.1093/dnares/dss036PMC3576661

[42] ThudiM, LiY, JacksonSA, MayGD, VarshneyRK. Current state-of-art of sequencing technologies for plant genomics research. Briefings in Functional Genomics. 2012;11(1):3–11. doi: 10.1093/bfgp/elr045 2234560110.1093/bfgp/elr045

[43] Ozdemir OzgenturkN, OruçF, SezermanU, KuçukuralA, Vural KorkutS, ToksozF, et al Generation and analysis of expressed sequence tags from *Olea europaea* L. Comparative and functional genomics. 2010;2010.10.1155/2010/757512PMC300440121197085

[44] ArmsteadI, HuangL, RavagnaniA, RobsonP, OughamH. Bioinformatics in the orphan crops. Briefings in bioinformatics. 2009:bbp036.10.1093/bib/bbp03619734255

[45] García-LópezMC, VidoyI, Jiménez-RuizJ, Muñoz-MéridaA, Fernández-OcañaA, de la RosaR, et al Genetic changes involved in the juvenile-to-adult transition in the shoot apex of *Olea europaea* L. occur years before the first flowering. Tree Genetics & Genomes. 2014;10(3):585–603.

[46] González-PlazaJJ, Ortiz-MartínI, Muñoz-MéridaA, García-LópezC, Sánchez-SevillaJF, LuqueF, et al Transcriptomic analysis using olive varieties and breeding progenies identifies candidate genes involved in plant architecture. Frontiers in Plant Science. 2016;7.2697368210.3389/fpls.2016.00240PMC4773642

[47] SchumanMC, HeinzelN, GaquerelE, SvatosA, BaldwinIT. Polymorphism in jasmonate signaling partially accounts for the variety of volatiles produced by *Nicotiana attenuata* plants in a native population. New Phytologist. 2009;183(4):1134–48. doi: 10.1111/j.1469-8137.2009.02894.x 1953854910.1111/j.1469-8137.2009.02894.x

[48] WuJ, HettenhausenC, SchumanMC, BaldwinIT. A comparison of two *Nicotiana attenuata* accessions reveals large differences in signaling induced by oral secretions of the specialist herbivore Manduca sexta. Plant Physiology. 2008;146(3):927–39. doi: 10.1104/pp.107.114785 1821896510.1104/pp.107.114785PMC2259078

[49] KliebensteinDJ, KroymannJ, BrownP, FiguthA, PedersenD, GershenzonJ, et al Genetic control of natural variation in Arabidopsis glucosinolate accumulation. Plant Physiology. 2001;126(2):811–25. doi: 10.1104/pp.126.2.811 1140220910.1104/pp.126.2.811PMC111171

[50] WindsorAJ, ReicheltM, FiguthA, SvatošA, KroymannJ, KliebensteinDJ, et al Geographic and evolutionary diversification of glucosinolates among near relatives of *Arabidopsis thaliana* (Brassicaceae). Phytochemistry. 2005;66(11):1321–33. doi: 10.1016/j.phytochem.2005.04.016 1591367210.1016/j.phytochem.2005.04.016

[51] BroekgaardenC, PoelmanEH, SteenhuisG, VoorripsRE, DickeM, VosmanB. Responses of *Brassica oleracea* cultivars to infestation by the aphid *Brevicoryne brassicae*: an ecological and molecular approach. Plant, cell & environment. 2008;31(11):1592–605.10.1111/j.1365-3040.2008.01871.x18721268

[52] GrassoF, PaduanoA, CorradoG, AmbrosinoML, RaoR, SacchiR. DNA diversity in olive (*Olea europaea L*.) and its relationships with fatty acid, biophenol and sensory profiles of extra virgin olive oils. Food Research International. 2016:86:121–130.

[53] KliebensteinDJ, FiguthA, Mitchell-OldsT. Genetic architecture of plastic methyl jasmonate responses in *Arabidopsis thaliana*. Genetics. 2002;161(4):1685–96. 1219641110.1093/genetics/161.4.1685PMC1462221

[54] SaugeMH, MusF, LacrozeJP, PascalT, KervellaJ, PoësselJL. Genotypic variation in induced resistance and induced susceptibility in the peach-*Myzus persicae* aphid system. Oikos. 2006;113(2):305–13.

[55] WallingLL. Avoiding effective defenses: strategies employed by phloem-feeding insects. Plant Physiology. 2008;146(3):859–66. doi: 10.1104/pp.107.113142 1831664110.1104/pp.107.113142PMC2259051

[56] PieterseCM, DickeM. Plant interactions with microbes and insects: from molecular mechanisms to ecology. Trends in Plant Science. 2007;12(12):564–9. doi: 10.1016/j.tplants.2007.09.004 1799734710.1016/j.tplants.2007.09.004

[57] MusserRO, Hum-MusserSM, EichenseerH, PeifferM, ErvinG, MurphyJB, et al Herbivory: caterpillar saliva beats plant defences. Nature. 2002;416(6881):599–600. doi: 10.1038/416599a 1194834110.1038/416599a

[58] SarmentoRA, LemosF, BleekerPM, SchuurinkRC, PalliniA, OliveiraMGA, et al A herbivore that manipulates plant defence. Ecology letters. 2011;14(3):229–36. doi: 10.1111/j.1461-0248.2010.01575.x 2129982310.1111/j.1461-0248.2010.01575.xPMC3084520

[59] GlasJJ, AlbaJM, SimoniS, VillarroelCA, StoopsM, SchimmelBC, et al Defense suppression benefits herbivores that have a monopoly on their feeding site but can backfire within natural communities. BMC biology. 2014;12(1):98.2540315510.1186/s12915-014-0098-9PMC4258945

[60] TayehC, RandouxB, TisserantB, KhongG, JacquesP, ReignaultP. Are ineffective defence reactions potential target for induced resistance during the compatible wheat-powdery mildew interaction? Plant Physiology and Biochemistry. 2015;96:9–19. doi: 10.1016/j.plaphy.2015.07.015 2621854810.1016/j.plaphy.2015.07.015

[61] WuJ, BaldwinIT. New insights into plant responses to the attack from insect herbivores. Annual review of genetics. 2010;44:1–24. doi: 10.1146/annurev-genet-102209-163500 2064941410.1146/annurev-genet-102209-163500

[62] BenitezY, BotellaMA, TraperoA, AlsalimiyaM, CaballeroJL, DoradoG, et al Molecular analysis of the interaction between *Olea europaea* and the biotrophic fungus *Spilocaea oleagina*. Molecular plant pathology. 2005;6(4):425–38. doi: 10.1111/j.1364-3703.2005.00290.x 2056566810.1111/j.1364-3703.2005.00290.x

[63] ZhouS, LouY-R, TzinV, JanderG. Alteration of plant primary metabolism in response to insect herbivory. Plant physiology. 2015;169(3):1488–98. doi: 10.1104/pp.15.01405 2637810110.1104/pp.15.01405PMC4634104

[64] MartinelliF, RemoriniD, SaiaS, MassaiR, TonuttiP. Metabolic profiling of ripe olive fruit in response to moderate water stress. Scientia Horticulturae. 2013;159:52–8.

[65] La CameraS, GouzerhG, DhondtS, HoffmannL, FritigB, LegrandM, et al Metabolic reprogramming in plant innate immunity: the contributions of phenylpropanoid and oxylipin pathways. Immunological reviews. 2004;198(1):267–84.1519996810.1111/j.0105-2896.2004.0129.x

[66] RossiL, BorghiM, FranciniA, LinX, XieD-Y, SebastianiL. Salt stress induces differential regulation of the phenylpropanoid pathway in *Olea europaea* cultivars Frantoio (salt-tolerant) and Leccino (salt-sensitive). Journal of Plant Physiology. 2016;204:8–15. doi: 10.1016/j.jplph.2016.07.014 2749774010.1016/j.jplph.2016.07.014

How the deposited data were processed for this re-analysis (not part of the article)

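Drupes of 2 olive cultivars, undamaged or damaged by the fly, were compared on 12 single-colour arrays, with 3 arrays for each of 4 conditions, which the paper describes as independent samples from different trees. The authors deposited, for each array, the median pixel intensity of every spot from the scanner software, with no background column and no correction, and the same intensities after quantile normalization across the 12 arrays on a linear scale. The series matrix holds the latter values. The condition and the replicate number of each array were taken from the sample titles.

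The raw intensities were quantile-normalized again (limma), log2 was taken of each spot, and the spots with the same unigene were averaged. For the filter and the principal components the linear intensities of the spots were averaged. The threshold for testing was the mean plus 2 SD of the 1932 empty and negative control spots, which corresponds to 4229, and 35752 unigenes with a mean above it in at least 1 condition were tested. This level, rather than a depth of sequencing, sets the lower limit of what the arrays resolve, and the maximum of the scanner sets the upper limit. Differential expression was computed with limma 3.58.1 in R 4.3.3 (data.table 1.17.8, statmod 1.5.0), with lmFit and eBayes on a model of the 4 condition means with 8 residual degrees of freedom, and the interaction was the response of ‘Ruveia’ minus that of ‘Ortice’. A unigene was called with a Benjamini-Hochberg adjusted p below 0.05 within the comparison and an absolute log2 fold change above 1, which is a fold of 2. Sets of unigenes were tested with fry and camera. Principal components were computed on linear normalized values, and their scores were compared with exact permutation tests. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

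The normalization, the averaging of spots and the filter were not tested on simulated data. The limma fit with its criteria was, on log2 values drawn independently for each tested unigene and array. These had the spread of each unigene and 200 changed unigenes at a log2 fold change of 1.5. The fit was not tested with deviations shared between arrays or unigenes. It recovered 96.0%, 92.5%, 95.5% and 94.0% of them in the response of ‘Ruveia’, the response of ‘Ortice’, the damaged and the undamaged comparison of the cultivars, and 81.0% for the interaction, with at most 7 false calls.

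Whether the replicate numbers pair the samples was checked by correlating the deviations of arrays with the same number from the means of their conditions. The correlation exceeded 0.1 in 17 of 18 such pairs, with a median of 0.366. Pairs with different numbers had a median of -0.173. The deviations cancel out within a condition, so this negative value follows from the positive one and is not separate evidence. All pairs with the same number exceeded 0.1 in the response of ‘Ortice’ and in both comparisons of the cultivars. In the response of ‘Ruveia’ the lowest was 0.0649. The legend of S3 Fig describes the numbers as the biological replicate of each condition, which leaves open whether a number is shared between conditions, so the pairing comes from the data. The replicate number was fitted as a block as an alternative.

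The unigenes named are the 3 with the largest changes in each direction of each comparison, among those past the threshold whose arrays do not overlap between the conditions, the 6 unigenes of S1 Table and the unigenes of Table B of S1 File described as a gene or family that the paper names. The complete lists used are Tables A and B of S1 File and S3 Table. The list of the response of ‘Ruveia’ and S2 Table, of which only a part was at hand, were not used here, and neither were the Real Time-PCR, sequencing and annotation data. No genome or gene annotation was needed, since probes were identified by unigene.

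The alternatives were other normalizations (scaling to a common median, cyclic loess, none, the authors' normalized values), other filters, the methods' t-test on log2 or linear values with or without adjustment, a trend or array weights in limma, only the 6 arrays compared, the replicate block, leaving out replicate spots with a CV above 0.20, counting distinct probe sequences, no fold threshold, and leaving out each array. Background correction was not run because no background column exists, and the median in place of the mean of the spots was not run because a unigene has at most 2.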

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

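The test of the plant negative controls reported here was chosen only after the result was seen, and the reassignments of labels were set earlier.

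The responses of the cultivars differed in the interaction test, with 2510 unigenes past both criteria. When the damaged and undamaged labels were reassigned within each cultivar, 8 of 100 assignments drawn, the real one included, gave as many calls, and the highest other count was 4538. Of those 8, 7 were other assignments that leave the labels of ‘Ruveia’ in place, so they keep its large response and change only that of ‘Ortice’. Chance in the assignment of the damage labels can therefore not be excluded by this count. When the cultivar labels were reassigned within the damaged and within the undamaged arrays, 1 of 100 assignments, the real one, gave as many calls, with 2263 as the highest other count, so a chance assignment of the cultivars is argued against. All 3 arrays of damaged ‘Ruveia’ were also the brightest before normalization, and the count was 13389 under median scaling and 24072 without normalization (DEGs interaction (Ruveia response minus Ortice response)), so the size of the difference may depend in part on how brightness is removed. A difference between the cultivars in their reaction to the fly stays among the open explanations.

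The negative control spots, which the paper uses only to set a threshold, had a mean normalized intensity of 3707 ± 87.1 (SD over the 12 arrays), far above the 400.1 ± 74.8 of the empty spots. The olive spots had a median of 4009, and 33.8% of the olive unigenes lay below the median negative control. Hybridization of plant negative controls to related olive transcripts might raise that class, but the phage and bacterial controls, with medians of 3317 and 3744, were as far above the empty spots as the plant controls, with a median of 3297 (0.947 times the median of the other classes together), which argues against it as the source of the signal of all negative controls. Whether it adds to the plant controls is not decided, since the classes differ in their oligonucleotides. Binding of labelled cRNA to any oligonucleotide, whatever its sequence, was not tested and stays open. No biological explanation was tested.

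Cluster K3 of S3 Table changed in opposite directions, with a mean log2 fold change of 0.76 in ‘Ortice’ and -0.73 in ‘Ruveia’. In each cultivar the mean of the cluster on every damaged array lay on that side of the mean on every undamaged array, 12 of its 54 unigenes were called in ‘Ortice’, and the interaction was called for 40. A spot of 30 of the 54 was saturated on at least 1 array, which limits these changes. The difference of the cluster means was not tested, because the paper formed the cluster on these arrays. The signs were the same with median scaling, cyclic loess and no normalization, with changes of 0.68 and 0.85 with the last 2 in ‘Ortice’ (cluster K3 Ortice damaged vs Ortice control). A different reaction of the cultivars stays open and untested.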

How the results depend on the processing

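The normalizations, filters, tests, block and left-out arrays listed above were chosen before the data were examined. The t-tests per spot, the equal-variance t-test, the unadjusted t-test on linear values and leaving out saturated probes were chosen only after the result was seen. Where a count moved, the cause was not tested, apart from settings that test fewer unigenes or fewer arrays by construction.

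For the response of ‘Ruveia’ (DEGs Ruveia damaged vs Ruveia control, 3017), 28 of 36 alternatives stayed within 1.5 times the count. It was 7985 with median scaling, 21396 without normalization, 1886 without replicate spots of high CV, and 14577 without the fold threshold. The methods' t-test gave 1190 on log2 and 501 on linear values after adjustment, 237 per spot, and 1392 per spot with equal variances, the last 2 chosen after seeing the data. Leaving out an array gave from 2699 to 3661.

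For the response of ‘Ortice’ (DEGs Ortice damaged vs Ortice control, 68), 11 of 36 alternatives stayed within that range. It was 668 with median scaling, 227 with cyclic loess, 223 with the replicate block, 39 without replicate spots of high CV, and 358 without the fold threshold. It was 0 without normalization, 0 with limma on only the 6 arrays compared, and 0 with each adjusted t-test (log2, linear, and the 3 versions per spot), while the unadjusted t-test gave 112 on log2 values and 119 per spot, and limma gave 7596 at an unadjusted p below 0.05. The range with an array left out was 3 to 357. For ‘Ortice’ the counts were 125, 3 and 19 without Ortice control replicates 1, 2 and 3, and 4, 4 and 357 without Ortice damaged replicates 1, 2 and 3. They were 23, 19 and 8 without Ruveia control replicates 1, 2 and 3, and 20 and 16 without Ruveia damaged replicates 1 and 2.

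For the damaged cultivars (DEGs Ruveia damaged vs Ortice damaged, 1576), 26 of 36 alternatives stayed within that range. It was 8557 with median scaling, 912 with cyclic loess, 14275 without normalization, 968 without replicate spots of high CV, and 12210 without the fold threshold. Adjusted t-tests gave 26 on log2 and 76 on linear values, and, chosen after seeing the data, 32 per spot, 1040 adjusted among spots past the fold threshold, and 331 with equal variances. Leaving out single arrays gave from 1418 to 2071.

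For the undamaged cultivars (DEGs Ruveia control vs Ortice control, 19), 23 of 36 alternatives stayed within that range. It was 185 with median scaling, 31 with cyclic loess, 5 without normalization, 1 with only the 6 arrays compared, and 0 with each adjusted t-test, where the unadjusted t-test gave 46 on log2 values, 35 on linear values and 38 per spot, and limma 3155 at an unadjusted p below 0.05. Across the arrays left out it ranged from 12, without Ruveia control replicate 2, to 22.

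For the interaction (DEGs interaction (Ruveia response minus Ortice response), 2510), 23 of 26 alternatives stayed within that range. It was 13389 with median scaling, 24072 without normalization and 8412 without the fold threshold, and 1980 to 3166 with an array left out. Median scaling moved the median of all unigenes to -0.80 and no normalization to 0.94. It was not run with t-tests or 6 arrays, which hold no interaction.

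The union of the 4 comparisons (3267; overlap of DEGs between comparisons: unigenes called in at least 1 of the 4 comparisons) was 10408 with median scaling, 22163 without normalization, 2037 without replicate spots of high CV and 16912 without the fold threshold. Adjusted t-tests gave 1190 on log2 values, 513 on linear values, 242 per spot and 1447 with equal variances. The range with an array left out was 2944 to 3964.

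The share of unigenes down-regulated in ‘Ortice’ that were also down-regulated in ‘Ruveia’ (overlap of DEGs between comparisons: percent of Ortice down-regulated also down-regulated in Ruveia, 60.5%) was 92.3% with median scaling and 75.6% without the fold threshold. With an array left out it ranged from 0%, without Ortice damaged replicate 2, to 100%, without Ortice damaged replicate 1, with 1 unigene down-regulated in ‘Ortice’ in either case. Without Ortice control replicate 2, 0 unigenes were down-regulated there and the share has no value. It was 76.9% without Ortice control replicate 3 and 40.0% without Ruveia control replicate 2.

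The share of unigenes up-regulated in ‘Ruveia’ that were also higher than in damaged ‘Ortice’ (overlap of DEGs between comparisons: percent of Ruveia up-regulated also up-regulated vs Ortice damaged, 65.0%) was 31.9% with median scaling, 73.0% with array weights and 73.9% without the fold threshold. Adjusted t-tests gave 0.907% on log2 values, 11.9% on linear values, 5.21% per spot, 57.6% among spots past the fold threshold and 27.4% with equal variances. The range with an array left out was 58.9% to 76.1%.

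The reverse share (overlap of DEGs between comparisons: percent of up-regulated vs Ortice damaged also up-regulated in Ruveia, 94.8%) was 83.3% with median scaling, 91.2% with cyclic loess, 96.8% without normalization, 91.6% with array weights and 86.8% without the fold threshold. Adjusted t-tests gave 100% on log2 values, 81.8% on linear values and 83.3% per spot. The range with an array left out was 90.5% to 95.1%.

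The unigenes called in ‘Ruveia’ under each alternative were tested in ‘Ortice’, so the sets differ. The median of the up-regulated set (Ruveia-called genes in the Ortice response: up-regulated set, 0.19) was 0.45 with median scaling, where fry passed, and -0.42 without normalization. That of the down-regulated set (Ruveia-called genes in the Ortice response: down-regulated set, -0.35) was 0.24 with median scaling and -0.19 without normalization, where fry did not pass. With an array left out the medians ranged from 0.07 to 0.25 and from -0.44 to -0.26. The number of clusters with the same sign in both cultivars (K-means clusters of the paper, 9) was 8 with median scaling and 8 to 9 with an array left out.

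The first principal component (PCA variance of PC1 and PC2: percent on PC1, 53.1%) held 71.3% with median scaling, 47.8% without normalization, 49.6% on log2 values, 35.3% on log2 values scaled to unit variance and 60.4% with the replicate means removed from log2 values. The second (PCA variance of PC1 and PC2: percent on PC2, 12.3%) held 10.8%, 23.3% and, on scaled log2 values, 15.0%. With an array left out they ranged from 47.4% to 57.3% and from 10.4% to 14.4%.

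The replicate block changed no call of a comparison other than that of ‘Ortice’ by more than 1.5 times. For the named unigenes, 2504 of 2824 alternatives gave the same direction and side of the threshold, 298 a weaker and 17 a stronger result, and 5 the opposite sign, all with median scaling. These were -0.092 (named genes: G0MWCVW03FY4LV Ruveia damaged vs Ortice damaged), -0.0074 (named genes: contig04057 Ruveia damaged vs Ortice damaged), -0.22 (named genes: contig00554 Ruveia damaged vs Ortice damaged), -0.023 (named genes: G0MWCVW02EAM50 Ruveia damaged vs Ortice damaged) and -0.087 (named genes: contig00554 Ruveia damaged vs Ruveia control), each above the median of all unigenes. Of 340 alternatives for the cluster means, 302 stayed within the spread of the replicates, and the sign changed only for the mean of K1 in ‘Ortice’, from -0.093 to 0.14 with median scaling (cluster K1 Ortice damaged vs Ortice control) and to 0.0020 without Ortice damaged replicate 2.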

Differences from the paper's values

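The t-tests per spot, the unadjusted t-test on linear values and leaving out saturated probes were tests chosen only after the result was seen.

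In ‘Ortice’, 43 unigenes were down-regulated, against the paper's 75. Of the alternatives set before the data were examined, filtering per comparison (56), the methods' t-test on log2 values at an unadjusted p (83) and leaving out Ortice control replicate 1 (102) came within 1.5 times the paper's value. The others did not, namely median scaling (39), cyclic loess (199), no normalization (0), the series matrix values (44), no filter (35), a filter at 3 SD (44), filtering after the test (35), the adjusted t-tests on log2 and linear values (0 and 0), a limma trend (45), array weights (46), only the 6 arrays compared (0), the replicate block (189), no replicate spots of high CV (23), counting probes (43), no fold threshold (168), and the other arrays left out (0 to 289). Chosen after seeing the values, the unadjusted t-test on linear values (78), the same per spot (101) and leaving out saturated probes (53) also came within it, and over the 4 comparisons they drop 406, 9 and 876 of the unigenes of S3 Table.

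Between the damaged drupes, 826 unigenes were lower in ‘Ruveia’, against the paper's 537. Within 1.5 times the paper's value were, of the alternatives set before the data were examined, cyclic loess (365), a filter at 3 SD (800), the unadjusted t-test on log2 values (645), only the 6 arrays compared (771), no replicate spots of high CV (524), and leaving out Ortice control replicate 1 (805), Ortice damaged replicate 1 (753) or 3 (770), Ruveia control replicate 1 (781), 2 (788) or 3 (776), or Ruveia damaged replicate 3 (687). Outside it were median scaling (8521), no normalization (1015), the series matrix values (825), no filter (816), filtering after the test (816) or per comparison (828), the adjusted t-tests on log2 (21) and linear values (43), a limma trend (833), array weights (864), the replicate block (869), counting probes (817), no fold threshold (5823), and leaving out Ortice control replicate 2 (823) or 3 (823), Ortice damaged replicate 2 (994), or Ruveia damaged replicate 1 (1142) or 2 (1049). Chosen after seeing the values, the unadjusted t-test on linear values (476), the same per spot (653), adjustment among spots past the fold threshold (449) and leaving out saturated probes (528) came within it, and they drop 128, 4, 129 and 262 of the unigenes of Table A of S1 File.

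Between the undamaged drupes, 12 unigenes were higher in ‘Ruveia’, against the paper's 23. Of the alternatives set before the data were examined, cyclic loess (21), the replicate block (16) and no fold threshold (21) came within 1.5 times the paper's value. The others did not, namely median scaling (180), no normalization (2), the series matrix values (11), no filter (12), a filter at 3 SD (12), filtering after the test (12) or per comparison (13), the adjusted t-tests on log2 and linear values (0 and 0), the unadjusted t-test on log2 values (36), a limma trend (12), array weights (14), only the 6 arrays compared (1), no replicate spots of high CV (10), counting probes (12), and each array left out (6 to 15). Chosen after seeing the values, the unadjusted t-test on linear values (27) and the same per spot (31) came within it, and they drop 406 and 9 of the unigenes of S3 Table.

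The paper states that most DEGs between the damaged drupes were higher in ‘Ruveia’, whereas the share was 47.6% here. Most were higher with cyclic loess (60.0%), without normalization (92.9%), with the unadjusted t-test on log2 values (53.0%), without the fold threshold (52.3%) and without Ruveia damaged replicate 3 (51.6%), and, chosen after seeing the values, with the unadjusted t-test on linear values (58.9%), the same per spot (54.7%), adjustment among spots past the fold threshold (56.8%), equal variances (59.2%) and no saturated probes (56.8%). These drop 94, 0, 152, 525 and 151 of the unigenes of Table B of S1 File.

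The paper reports G0MWCVW04JNBZP as differentially expressed in ‘Ortice’. Here its log2 fold change was -1.54 with an adjusted p of 0.0596 from limma, and it passed with the replicate block, cyclic loess, median scaling, and without Ortice damaged replicate 3.

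The methods describe probes of more than 1 length and a far larger number of quality control spots, whereas all olive probes of the array files are 35 bases long and 2466 spots are named as quality controls. The headings of the Venn diagrams in Fig 2 assign the directions the other way round from Table 3.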

Other observations

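The tests of GC content, of the spread of the ‘Ortice’ arrays, of a weaker response in ‘Ortice’, of the replicate number as a batch, of the published lists, of a gain on all spots and of a background of the size seen on the negative controls were chosen only after the result was seen.

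The 3 arrays of damaged ‘Ruveia’ stand apart from the other 9 in their normalized profiles and were the brightest before normalization. A dependence of probes on the brightness of their array may produce such a pattern. Across probes the slope on brightness within the other 3 conditions correlated with the change in ‘Ruveia’ at r = -0.183, opposite to what it needs. Those arrays had raw medians from 2435 to 4371, below the 5122 to 6609.5 of damaged ‘Ruveia’. The slopes therefore argue against it only in that lower range, and cannot decide for the brightness of damaged ‘Ruveia’. With all probes saturated on any array left out, 2434 unigenes were still called in ‘Ruveia’. The correlation of the change with the GC content of the probes was -0.0299. Neighbouring spots of different unigenes hardly shared their change (r at most 0.0836), which argues against a damaged region of the arrays. In the called unigenes with 2 spots, which lie at least 239 spots apart, both spots passed the fold threshold in 76.0% of 521 higher and 65.0% of 660 lower unigenes, but these were called on the mean of the same spots. A gain that multiplies all spots is argued against, since it would leave the ratio of the 95th percentile to the median as it is, and this was at most 5.38 on these arrays and at least 8.41 on the others. The medians of their empty spots, 189 to 401, overlapped those of the other arrays, 139 to 385. A higher background is argued against for the lower unigenes, of which 99.5% were lower in raw intensity too. For the higher ones, a background of the size seen on the negative control spots, which rose by a median of 2573 and at most 3954, is argued against. Of all tested unigenes, called or not, 13.1% rose by more than that maximum, and the higher unigenes rose by a median of 12748 and at least 5230. A larger background on their own oligonucleotides cannot be told apart from a change in expression, since the 100% of them that rose by more than the 95th percentile of the negative controls were chosen for a rise. What narrowed the distribution of intensities on these arrays was not tested and stays open for the number of higher unigenes, which is 94 with median scaling (DEGs Ruveia damaged vs Ruveia control), as does a response of ‘Ruveia’ to the fly.

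Of the 10 ways of splitting the 6 arrays of each comparison, 1, the real one, gave as many calls in the response of ‘Ruveia’, 1 in that of ‘Ortice’, 1 between the damaged and 1 between the undamaged cultivars, and each of the other 9 splits gave 0 calls with limma. With 10 splits the share is never under 0.1, so chance cannot be excluded by this count in any of the 4 comparisons. The splits that part all 3 replicate numbers gave 0 calls as the others did.

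In damaged ‘Ruveia’, 53 unigenes were more than 8-fold lower than in each of the other 3 conditions with arrays below the level of the control spots set to that level, 10 of them contigs. By the fitted means 60 were, and 0 were as much higher. The other conditions had 0 in either direction. For 9 of the 53, at least 1 spot was saturated on each of the 9 other arrays and the unigene was below the level of the control spots on all 3 arrays of damaged ‘Ruveia’. These unigenes were singled out after their values were seen, and no explanation was tested.

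Fewer DEGs in ‘Ortice’ might come from a larger spread of its arrays. The median SD within conditions was 0.998 times that of ‘Ruveia’, which argues against a larger spread of the typical unigene. It does not cover the spread along the response. The SD of the first component scores was 283860 in damaged ‘Ortice’ and 151652 in damaged ‘Ruveia’, against 126523 and 126773 in the undamaged drupes. A larger spread of that kind is not excluded. A weaker response in the same direction stays open. As a set, the unigenes called lower in ‘Ruveia’ were lower in ‘Ortice’ (fry of limma, adjusted p = 0.0128 over the 2 sets), but the larger of the p-values of the 2 sets was 0.105, so the test does not decide for the higher ones. With the replicate number as a block, the test camera with an estimated correlation did not pass for the lower ones either (p = 0.0675). Neighbouring spots of different unigenes shared the change of ‘Ortice’ with r from 0.161 to 0.177, more than that of ‘Ruveia’, and whether a region of its arrays adds to the calls was not tested.

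Arrays with the same replicate number deviate together. The log2 difference between the 2 spots of a unigene, which holds no difference in expression, correlated with a mean rho of 0.616 between arrays with the same number in different conditions and 0.398 between arrays with different numbers. Of the 216 numberings within conditions, the real one gave the largest excess (exact permutation test, p = 0.00463, the smallest that the numberings can give). A candidate explanation is that the number marks a shared slide or hybridization, as the methods describe arrays stripped and used again. Trees or pools shared by a number were not tested and stay open for the expression differences.

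The published lists may hold probes selected at an unadjusted p. Of the 2848 unigenes of S3 Table, 2839 passed the methods' t-test per spot on linear values at an unadjusted p below 0.05 with the fold threshold, and 235 (8.25%) passed after adjustment over all olive spots. Another 411 unigenes passed the unadjusted test and are not in S3 Table. Adjustment among the spots past the fold threshold retained 2383 and equal variances 1355.

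Of the unigenes with 2 spots, 86.8% had a CV above 0.20 on at least 1 array in the authors' normalized values, with 15.7% to 44.8% per array.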
